# Fruitless decommissions regulatory elements to implement cell-type-specific neuronal masculinization

**DOI:** 10.1371/journal.pgen.1009338

**Published:** 2021-02-18

**Authors:** Margarita V. Brovkina, Rachel Duffié, Abbigayl E. C. Burtis, E. Josephine Clowney

## Abstract

In the fruit fly *Drosophila melanogaster*, male-specific splicing and translation of the Fruitless transcription factor (Fru^M^) alters the presence, anatomy, and/or connectivity of >60 types of central brain neurons that interconnect to generate male-typical behaviors. While the indispensable function of Fru^M^ in sex-specific behavior has been understood for decades, the molecular mechanisms underlying its activity remain unknown. Here, we take a genome-wide, brain-wide approach to identifying regulatory elements whose activity depends on the presence of Fru^M^. We identify 436 high-confidence genomic regions differentially accessible in male *fruitless* neurons, validate candidate regions as bona fide, differentially regulated enhancers, and describe the particular cell types in which these enhancers are active. We find that individual enhancers are not activated universally but are dedicated to specific *fru*^+^ cell types. Aside from *fru* itself, genes are not dedicated to or common across the *fru* circuit; rather, Fru^M^ appears to masculinize each cell type differently, by tweaking expression of the same effector genes used in other circuits. Finally, we find Fru^M^ motifs enriched among regulatory elements that are open in the female but closed in the male. Together, these results suggest that Fru^M^ acts cell-type-specifically to decommission regulatory elements in male *fruitless* neurons.

## Author summary

Courtship behavior in male *Drosophila melanogaster* is controlled by a well-defined neural circuit that is labeled by the male-specific transcription factor Fruitless (Fru^M^). While Fru^M^ is known to change the number, anatomy and connectivity of neurons which comprise the circuit and has been suggested to repress the expression of a few gene targets, the mechanism of how Fru^M^ regulates genes across many different kinds of neurons is unknown. Using an approach to identify gene regulatory elements based on their chromatin accessibility states (ATAC-seq), we identified a large set of chromatin accessibility changes downstream of Fruitless. By examining the activity of these regulatory elements *in vivo*, we found that their activity was 1) sexually dimorphic and 2) specific to a single class of Fru^M^ neurons, suggesting that Fru^M^ acts on different chromatin targets in different neuron classes comprising the courtship circuit. Further, we found a known Fru^M^-regulated enhancer of the Fru^M^-repressed gene *Lgr3* to have closed chromatin specifically in Fru^M^ neurons. Combined with an enrichment of Fru^M^ motifs in regions which are closed in Fru^M^ neurons, we present a mechanism where Fru^M^ directs the decommissioning of sex-shared regulatory elements to masculinize neurons in a cell-type specific manner.

## Introduction

In many species, male and female brains generate distinct behavioral repertoires. The ability to compare behavior, brains, neurons, and gene expression across the sexes makes sexually dimorphic behaviors premier models for understanding structure-function relationships in neural circuits. In both vertebrates and invertebrates, master regulators of neuronal sex are induced downstream of the sex determination hierarchy and alter the composition of specific neurons and brain areas [1–4]. Circuit changes produced by these transcription factors are complex and heterogeneous, including differences in the numbers of specific types of neurons, their anatomy and connectivity, and their mature physiology [2–7]. Collectively, these sex-specific alterations to circuits cause males and females to perform sex-specific innate behaviors. While the causal role of these master regulators in shaping behavior is clear, the transcriptional events through which they do so are opaque.

In insects, neural circuits that regulate mating are masculinized by the action of the Fruitless transcription factor. Male *Drosophila melanogaster* flies selectively perform courtship displays toward conspecific virgin females, extending and vibrating a single wing to sing a courtship song [8]. Fruitless is both necessary and sufficient for masculinization of behavior: While 2–5% of neurons in both male and female brains express *fru* transcript from its sexually dimorphic promoter, fruP1, sex-specific splicing results in functional protein, Fru^M^, only in the male [9–14]. Males mutant for *fruitless* exhibit dysregulated courtship behaviors, while females genetically manipulated to produce Fru^M^ protein perform courtship displays to other females [11,12,15–18]. Sex-specific morphological differences in >60 classes of *fru*+ neurons have been catalogued [2,3,19], and many of these dimorphic populations are implicated in the regulation and performance of male mating behaviors [8].

The *fru*+ neurons are found in every part of the nervous system, including sensory structures, the central brain, and motor output regions [9,10]. Most subclasses derive from distinct neuroblasts and are only a small proportion of the cells born from each neuroblast [3]. The sexual differentiation of different types of *fruitless* neurons produces changes to male and female cell number, anatomy, connectivity, function, or a combination of these [2,3,19–22]. Work from many labs over the last 15 years has suggested that *fruitless* neurons throughout the nervous system preferentially interconnect to form a modular circuit dedicated to sex-specific behaviors [20,21,23,24].

Fru^M^ is a sequence-specific DNA binding protein that likely turns on and off the transcription of specific gene targets [11,12]. Previous studies have identified a handful of Fru^M^ effectors but have not addressed broader logical principles about what it means to be a male neuron [25–28]: Does Fru^M^ act on the same targets across different *fruitless* cells? Are the genes it regulates dedicated to the mating circuit? Does it stimulate or repress transcription? Ultimately, defining the transcriptional role for Fru^M^ in masculinizing this circuit will allow us to ask how differences in overall circuit architecture and behavior emerge from independent gene regulatory events in its cellular constituents [29].

To increase resolution for identifying candidate enhancers and repressors directly or indirectly regulated by Fru^M^, we performed the Assay for Transposase-Accessible Chromatin (ATAC-seq) [30] on FAC-sorted *fru*^+^ and *fru*^-^ neurons from male and female brains. Using this exquisitely sensitive method, we identified 436 genomic elements differentially accessible in the presence of Fru^M^. To measure the gene regulatory activity of these elements and to define the specific subpopulations of *fru*^+^ cell types in which they are capable of regulating gene expression, we analyzed the ability of matched genomic fragments to drive reporter expression across the brain. The combination of these genome-wide and brain-wide approaches allows us to define cell-type-specific enhancers dependent on Fru^M^ and the logic of Fru^M^ action across different populations of *fru*^+^ cells. We find that individual regulatory elements differentially accessible in the presence of Fru^M^ are each used in only a small population of *fru*^+^ neurons, suggesting that each subpopulation of *fru*^+^ cells has a distinct set of Fru^M^ effectors. We therefore conclude that Fru^M^ acts as a “switch gene” [29]: It flags cells as male and interacts differently with the cell-type-specific transcriptional milieus of different cell types to induce diverse masculinizing adjustments. While regulatory elements may be dedicated to specific Fru^M^ populations, the genes they regulate are shared with other circuits. Finally, we identify differentially accessible genomic regions with strong Fru^M^ motifs; these are enriched in regions specifically closed in the presence of Fru^M^ protein, suggesting that Fru^M^ acts to decommission its direct targets.

## Results

To determine how *fruitless*-expressing neurons in male flies are differentially patterned to allow males to perform distinct behaviors from females, we sought to identify genetic elements whose regulatory state correlated with the presence of Fru^M^ protein. As chromatin accessibility often correlates with the activity of regulatory elements, we used ATAC-seq, a method for identifying open chromatin regions genome-wide [30]. *fruitless* is expressed across much of the life cycle: expression begins in late larvae, peaks in mid-pupae, and continues robustly in the adult [13]. Fru^M^-dependent sexual dimorphisms, including in developmental apoptosis, neuronal arbor patterning, and functional properties, encompass differences that likely arise at each of these time points [6,20,31–34]. We chose to complete our initial analysis at the adult stage, as comprehensive knowledge of the repertoire of adult *fruitless* neurons allows us to identify the neurons in which individual regulatory dimorphisms occur.

We used expression of GFP under control of fruP1-Gal4 [10] to report transcription from the fruP1 promoter, and then FAC-sorted and analyzed four populations of cells: *fru*^+^ and *fru*^-^ cells from male and female (Fig 1A–1C). These four populations allow us to define transcriptional differences related to sex, *fru* transcriptional status, and Fru^M^ protein status.

**Fig 1:**
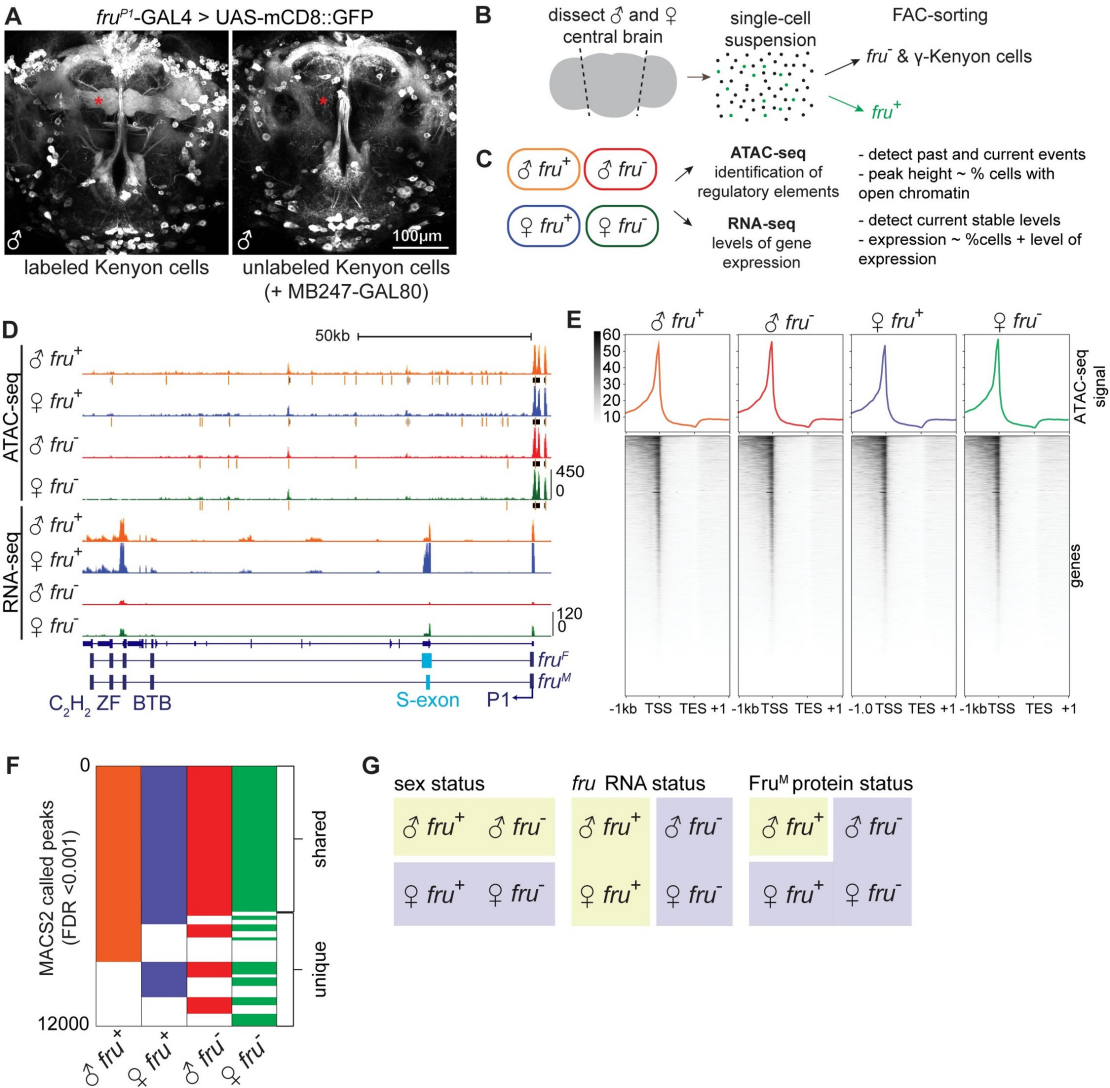
Genomic profiling of a core population of *fruitless* neurons. **A.** 2-photon maximum intensity projection of fruP1-GAL4 driving mCD8-GFP in the adult male central brain, shown with and without MB247-Gal80 masking GFP signal in mushroom body Kenyon cells. Here and throughout, brain images show anterior view. B. Scheme of dissection and sorting. C. Scheme of datasets collected. D. UCSC genome browser screenshot of the *fruitless* locus. *fruitless* transcript structure is schematized below. Here and throughout, each signal track shows a transparent overlay of two independent biological replicates. Gray bars under ATAC signal indicate MACS2-called peaks at FDR threshold <0.001, with orange bar indicating peak summit. E. Signal heatmap of ATAC signal (average of two independent biological replicates) summarized over all annotated genes. F. Binary heatmap of genomic regions which contain a peak of open chromatin (MACS2 FDR <0.001). G. Axes that separate the four analyzed cell populations.

*fruitless* neurons in the central brain are morphologically diverse and derive from >60 neuroblasts [2,3,19]. To enrich for cell populations of interest, from the central brain, we removed optic lobes and the ventral nerve chord. In addition, the largest population of *fruitless* neurons is γ Kenyon cells. Kenyon cells are required for olfactory learning, including courtship learning; however, Kenyon cells are not required for core courtship programs [35]. To prevent these numerous cells from dominating our analyses, we used MB247-Gal80 to remove reporter expression in γ Kenyon cells and therefore sorted them into the *fru*^-^ populations (Fig 1A and 1B); we estimate that γ KCs comprise 3% of our *fru*^-^ libraries. For each of two biological replicates, we sorted GFP^+^ cells, and matched numbers of GFP^-^ cells, from >20 male and female brains; this yielded 6,000–10,000 cells per sample. GFP^+^ cells were 1.8–3.6% of cells in female, and 3.6–5% of cells from male, in line with previous estimates of *fru*^+^, non-Kenyon cells from the central brain [10,13]. 

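RNA was sequenced from 4 populations of cells sorted from the adult central brain, the *fru*+ and *fru*- cells of males and of females, with 2 replicates each and 8 libraries in all. *fru*+ cells carried a membrane-bound GFP driven by fruP1-Gal4, and *fru*- cells were GFP-negative cells sorted alongside them. The flies were 2 to 7 days old, and reads of 150 nt were taken from both ends of each fragment. The male and female cells of each replicate were sorted in the same session. The authors aligned the reads to dm6 and deposited, for each library, a table made by StringTie. It gives the coverage, FPKM and TPM of each gene. Each table lists 17137 reference genes, whose TPM sum to between 956415 and 985750 in the 8 libraries. A second set of loci, assembled from the reads, has TPM that sum to 1000000 on their own. The values given at each comparison are those of the reference genes, named by the symbols in the tables and placed on dm6. The tables hold no read counts, so the depth was taken from the ratio of coverage to FPKM, which gave 3.16 to 4.93 Gb of aligned sequence per library. The *fru*+ libraries held 3.92 and 3.59 Gb in males and 3.37 and 3.76 Gb in females, and the *fru*- libraries 4.08 and 4.93 Gb in males and 3.21 and 3.16 Gb in females. Without counts, no counting interval or detection floor can be given for a single value. The comparisons between groups used the 10111 genes with a TPM of at least 1 in at least 2 of the 8 libraries, on the scale log2(TPM + 1).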

Samples were then subjected to ATAC-seq (two replicates) or RNA-seq (two replicates) (Fig 1C and 1D). Instructions for viewing this data through our public UCSC “trackhub” can be found in the Data Availability Statement.

*fruitless* is transcribed from several promoters: The fruP1 promoter drives expression of the sexually dimorphic transcripts, including the male transcript coding for Fru^M^, while three downstream promoters drive expression of the Fru^COM^ protein, which is not dimorphic and which is required in both sexes for embryogenesis [12,14]. We do not observe fru^COM^ transcripts in adult neurons (Fig 1D), and previous analyses have found that Fru^COM^ protein is not present after pupation [13], thus ensuring that our analyses are restricted to differences that arise from the sexually dimorphic Fru^M^ protein.

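*fru* spans 18414273 to 18545586 on the minus strand of chromosome 3R. Its level was 59.6 ± 4.85 TPM (SD, n = 2 libraries) in male *fru*+ cells and 66.3 ± 7.48 TPM (SD, n = 2) in female *fru*+ cells. The fit across genes with limma gave a log2 fold change of 2.79 (standard error 0.46, limma adjusted p = 0.0340) between male *fru*+ and *fru*- cells, or 6.89-fold. Between female *fru*+ and *fru*- cells it was 2.94 (standard error 0.46, limma adjusted p = 0.0236), or 7.68-fold. In males the log2 fold change was 2.64 in session 1 and 2.93 in session 2, and in females it was 3.94 and 1.95. With the replicate number as a block in limma, the estimates did not change and the adjusted p-values rose to 0.0651 and 0.0552. Of the alternatives, leaving out 1 of the female *fru*- libraries moved the estimate in females most, to 2.06 without replicate 1 and to 3.82 without replicate 2. Between male and female *fru*+ cells the log2 fold change of *fru* was -0.15 (standard error 0.46), smaller than its standard error.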

We captured strong (~4.8 fold) enrichment of *fruitless* transcript in the *fru*^*+*^ RNA-seq libraries (Fig 1D and S1 Table). 

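In the *fru*- libraries, *fru* was listed at 8.19 and 7.39 TPM in the 2 male replicates and at 3.75 and 15.1 TPM in the 2 female replicates. Of the other genes high in *fru*+ cells, *Dsk*, which encodes the neuropeptide drosulfakinin, was listed at 0.846 and 43.8 TPM in female *fru*- replicates 1 and 2. *Hug*, which encodes the hugin neuropeptides, was listed at 1.02 and 59.7 TPM in them. Both genes were chosen for this after their values were seen.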

The small amount of *fru* mRNA signal in the *fru*^*-*^ libraries is expected to derive from the *fruitless* mRNA expressed in γ Kenyon cells, which we sorted into the *fru*^*-*^ pool. We observe *fru* mRNA in both male and female cells, with the expected sexually dimorphic splicing of the S exon clearly visible. While close to 100% of the *fru* transcript in female cells matches the expected female splicing variant, a small subset of transcripts in the male have the female exon. In addition to sexually dimorphic splicing, *fru* transcripts are alternatively spliced at the 3’ end, yielding several possible DNA binding domains [12]. Protein products of these isoforms are designated Fru^MA^, Fru^MB^, and Fru^MC^, and previous results have shown that expression of these three isoforms is largely overlapping, such that most *fruitless* neurons contain all three [31]. We observe all three 3’ splice isoforms in our libraries. QC metrics are presented in S1A–S1F Fig.

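Across the tested genes, Spearman's rho between the 2 RNA-seq replicates of a group lay between 0.971 and 0.983 in the 4 groups, and between libraries of different groups it lay between 0.949 and 0.979. Over all reference genes, the range between replicates was 0.946 to 0.955. These are correlations across genes, and genes are not independent replicates. The neuronal gene *nSyb* was listed at 2301 ± 88.4 TPM (SD, n = 2) in male *fru*+ cells, 1969 ± 570 TPM in female *fru*+ cells, 2521 ± 83.4 TPM in male *fru*- cells and 1502 ± 50.7 TPM in female *fru*- cells. Its log2 fold change between *fru*+ and *fru*- cells was -0.13 in males and 0.36 in females, neither past the threshold (limma adjusted p = 0.799 and 0.424; with the replicate block, 0.755 and 0.365). The glial gene *repo* was listed at 1.73 ± 1.52 TPM in male and 1.35 ± 0.303 TPM in female *fru*+ cells, and at 6.70 ± 0.696 TPM in male and 5.24 ± 4.23 TPM in female *fru*- cells. Its log2 fold changes were -1.61 in males and -1.23 in females and did not pass the threshold (limma adjusted p = 0.254 and 0.339; with the block, 0.258 and 0.326). The neuroblast gene *dpn* reached 1.33 TPM in male *fru*+ replicate 1 and stayed under 1 TPM in the other 7 libraries, too low to be tested.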

For ATAC-seq, we isolated nuclei and subjected them to TN5 transposition, DNA purification, library preparation, and paired-end sequencing [30], with modifications made for low input cell numbers [36]. After mapping reads to the *D*. *mel* genome (dm6) and removing duplicates, we obtained 9–16 million distinct reads per sample. The eight libraries showed strong Spearman correlation overall, as expected given their common source (S1A Fig). Male and female libraries clustered separately; male *fru*^+^ samples clustered together, while female samples, all of which lack Fru^M^ protein, intermingled (S1A Fig). Likely due to the high overall correlations, principle component analysis was dominated by read depth (S1B Fig). We aggregated ATAC-seq signal across genes and found strong enrichment at promoters, weaker enrichment 3’ of genes, and depletion of signal from transcribed regions (Fig 1E). We then used MACS2 to call peaks in each of the four cell types, yielding >11,000 peaks genome-wide for each sample at FDR<0.001 [37]. ~60% of peaks were called universally across the four sample types, and the remaining 40% were condition-specific (Fig 1F). While we observe many intronic peaks in our dataset, these peaks occupy diverse positions in TSS-anchored gene models and thus do not show strong aggregate signal (Fig 1E). Comparisons across these four cell types allow us to investigate three axes of neuronal difference: sex, *fru* transcript status, and Fru^M^ protein status (Fig 1G).

### Sexually dimorphic, Fru^M^-independent peaks reflect dosage compensation

Sexually dimorphic splicing of fruP1 transcripts represents a late, tissue-specific event in the sex differentiation hierarchy [11,12]. In order to test the validity of our data, we first assessed whether we could detect hallmarks of X chromosome dosage compensation in adult neurons, which is expected to be sexually dimorphic but Fru^M^ independent (Fig 2A). In *Drosophila melanogaster*, the dosage compensation complex (DCC) binds to ~700 regions on the male X to upregulate gene expression chromosome-wide (Fig 2A) [38,39]. Two X-linked lncRNAs that help to target the DCC to the male X, *roX1* and *roX2*, were expressed only in our male samples and expressed similarly in *fru*^*+*^ and *fru*^*-*^ cells, as expected (Fig 2B) [40]. 

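*roX1*, at 3857230 to 3862697 on the X, was listed at 3488 ± 50.0 TPM (SD, n = 2) in male *fru*+ cells and 4745 ± 456 TPM in male *fru*- cells, against 3.32 ± 2.27 TPM in female *fru*+ cells and 6.96 ± 0.511 TPM in female *fru*- cells. *roX2*, at 11579065 to 11580432 on the X, was listed at 341 ± 1.95 TPM and 712 ± 103 TPM in the male *fru*+ and *fru*- cells, against 1.09 ± 0.389 TPM and 1.21 ± 0.935 TPM in the female ones. The log2 fold change between males and females was 9.76 in *fru*+ cells and 9.22 in *fru*- cells for *roX1* (limma adjusted p = 2.4e-07 and 4.2e-07; with the replicate block, 6.5e-06 and 1.0e-05). For *roX2* it was 7.37 and 8.39 (limma adjusted p = 2.1e-06 and 6.0e-07; with the block, 6.0e-05 and 2.2e-05). Between male *fru*+ and male *fru*- cells, *roX1* had a log2 fold change of -0.44 (standard error 0.30, limma adjusted p = 0.565) and *roX2* of -1.05 (standard error 0.30, limma adjusted p = 0.201), with 0.461 and 0.192 for the 2 genes with the block. The fit to only the 4 male libraries put *roX2* past the threshold (limma adjusted p = 0.0141), and its adjusted p-values over the alternatives reached 0.374. Of the tested genes, 1717 lie on the X and 8382 on the autosomes. In *fru*+ cells the median log2 fold change between males and females of X-linked genes minus that of autosomal genes was -0.016, with -0.045 in session 1 and 0.022 in session 2. In *fru*- cells the difference was 0.056, with 0.078 and 0.025.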

We also observe male-specific ATAC-seq signals at the *roX1* and *roX2* loci (Fig 2B). Finally, we observe expected sexually-dimorphic splicing of *transformer* (*tra*), *sex lethal* (*sxl*), and *doublesex* (*dsx*) (S2C–S2E Fig). Just as we find both functional (“male”) and non-functional (“female”) *fru* transcripts in the male, but only non-functional transcripts in the female (Fig 1D), we observe both non-functional (“male”) and functional (“female”) *sxl* and *tra* isoforms in female, and only non-functional isoforms in male (S2C–S2E Fig).

**Fig 2:**
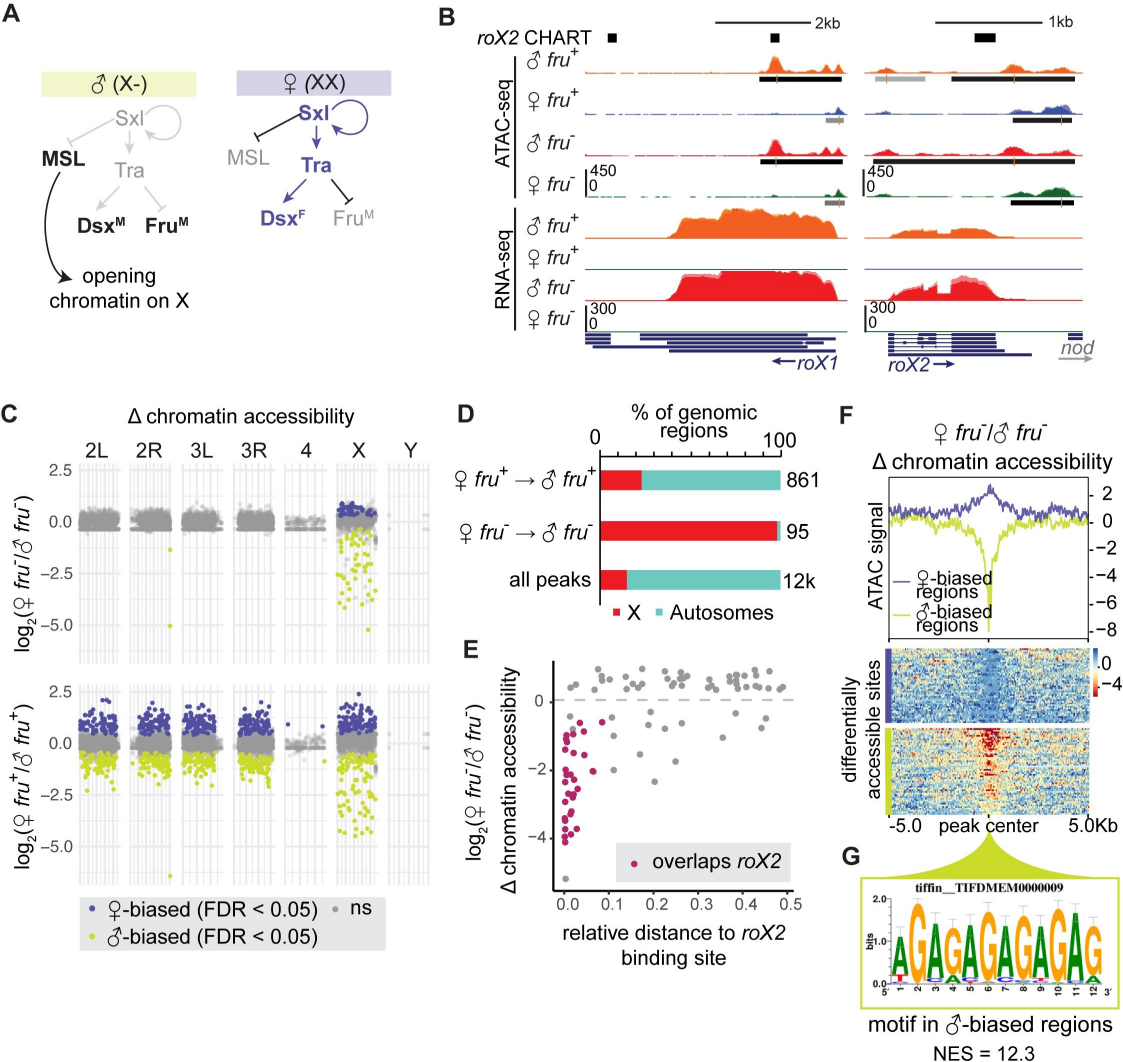
Sexually dimorphic, Fru^M^-independent peaks reflect dosage compensation. A. Schematic of dosage compensation in *D*. *mel*. B. UCSC genome browser screenshot of ATAC-seq and RNA-seq signal at canonical dosage compensation genes *lncRNA*:*roX1* and *lncRNA*:*roX2*. *roX2* CHART (black bars) shows known tethering sites of *lncRNA*:*roX2* to chromatin [39]. C. Manhattan plot of log_2_(female/male) chromatin accessibility in *fru*^+^ and *fru*^-^ neurons across chromosomes. Points represent genomic regions. Vertical axes show the relative change in accessibility of a region from DiffBind output. Horizontal axes represent scaled chromosomal locations. Regions with no change in accessibility between samples (FDR > 0.05) are plotted in gray. Regions with male-biased accessibility (chartreuse) appear as negative fold change, and regions with female-biased accessibility (purple) appear as positive fold change. D. Summary of X versus autosome distribution of differentially accessible genomic regions (DiffBind, FDR<0.05) versus all peaks (MACS2, FDR<0.001). E. Relative distance of regions specifically accessible in female versus male *fru*^-^ neurons to *lncRNA*:*roX2* binding sites identified by CHART [39]. Sex-biased regions which directly overlap a roX2 tethering site are highlighted in magenta. F. Signal heatmap of log2 fold change (log2FC) in ATAC-seq coverage between female *fru*^-^ and male *fru*^-^ neurons. Line plot shows mean log2FC in signal across reference-anchored regions. Signal heatmaps below are split into regions with female-biased (purple) or male-biased (chartreuse) accessibility. G. I-cisTarget analysis of male-biased regions shows enrichment of a GAGA motif matching the known CES motif for the dosage compensation machinery. The normalized enrichment score of the motif is 12.3.

To define differentially accessible peaks across our sex-specific datasets, we first developed methods to correct for the different numbers of X chromosomes in male and female. When the X chromosome and autosomes were analyzed together using common pipelines, most differential peaks genome-wide were found to be female-biased and from the X chromosome, presumably due to the two-fold difference in genetic material from female versus male X. As the X chromosome comprises a large proportion of the fly genome, the bias this induced in our analysis was strong: the X chromosome constituted ~20% of our total ATAC-seq reads in female flies, and only 14% in male flies. To correct for this disparity, we separated X chromosome and autosome reads in each dataset (S2A Fig). We then used DiffBind to call differential peaks on autosomes alone, and on the X chromosome alone [41,42]. This method increased our sensitivity to detect differential peaks on the autosomes between the two sexes and allowed us to predict true accessibility differences on the X chromosome (S2B Fig).

For all MACS2-called peaks genome-wide, we calculated the change in chromatin accessibility between *fru*^*-*^ male and female samples, and between *fru*^*+*^ male and female samples (Fig 2C and 2D and S2 Table). The genomic distribution of differential peaks was strikingly different between the *fru*^*-*^ samples and between the *fru*^*+*^ samples. In *fru*^*-*^ samples, 93 of 95 differential peaks were located on the X chromosome, suggesting that the main differences in chromatin accessibility between these samples derived from the process of dosage compensation itself. In contrast, differentially accessible regions between male and female *fru*^*+*^ neurons were evenly distributed across the genome (Fig 2C and 2D). Together, these patterns validate our ability to identify Fru^M^-dependent regulatory events in ATAC-seq data and allow us to subtract signatures of dosage compensation from our analysis.

On the X chromosome, we observed ~44 regions that were strongly male-biased, similar to signals in *rox1* and *rox2* (Fig 2B, 2C, 2E and 2F). These peaks, which we predicted represented DCC binding sites, were common to both *fru*^*+*^ and *fru*^*-*^ samples. To test this, we took advantage of known male-specific DCC binding profiles mapped by analysis of *rox2* chromatin binding by CHART *(*capture hybridization analysis of RNA targets) [39]. Indeed, male-biased peaks were relatively closer to DCC binding sites identified by *roX2* CHART than were female-biased peaks, and >50% overlapped DCC binding sites (Fig 2E). Using i-cisTarget, we found sharp enrichment of the MSL recognition element (MRE) in these sequences (Fig 2F–2G) [43].

### Transcriptional regulation of *fruP1*

We next characterized accessibility differences between the *fru*^+^ versus *fru*^-^ datasets. We found just 22 regions genome-wide whose accessibility was common to the two *fru*^+^ or two *fru*^-^ datasets, consistent with a model where *fruitless* neurons are heterogeneous in the absence of Fru^M^ protein production (S3A and S3B Fig). To ask whether these morphologically and lineally distinct neurons activate *fruitless* transcription through common or distinct mechanisms, we next turned our attention to the *fru* locus itself. *fruitless* has a high intron:exon ratio, which has been suggested to correlate with diversification of cis-regulatory elements and expression patterns [44,45]. The *fruP1* promoter was accessible regardless of transcriptional status (Fig 1D); hierarchical control of promoter opening versus transcription has been observed in other neural systems [46]. There was an enrichment of called peaks in the locus in the two *fru*^+^ datasets, particularly in the first two introns downstream of *fruP1* (Fig 3A). There also appeared to be pervasive enrichment of reads across the locus in the *fru*^+^ datasets. We reasoned that if each subpopulation of *fru* neurons uses a different enhancer within the *fru* locus to activate transcription from *fruP1*, averaging of these accessibility signals across a variety of *fru*^+^ cell types could lead to the observed pervasive opening. To quantify accessibility across the 120kb locus, we measured coverage, i.e. number of reads per base pair. We observed up to 4-fold enrichment in reads across the locus as a whole in *fru*^+^ samples compared to *fru*^-^ samples (Fig 3B). We re-mapped histone-mark ChIP from adult brain neurons [47] and found that this region was also enriched for H3K27Ac, a mark of active enhancers (Fig 3A).

**Fig 3:**
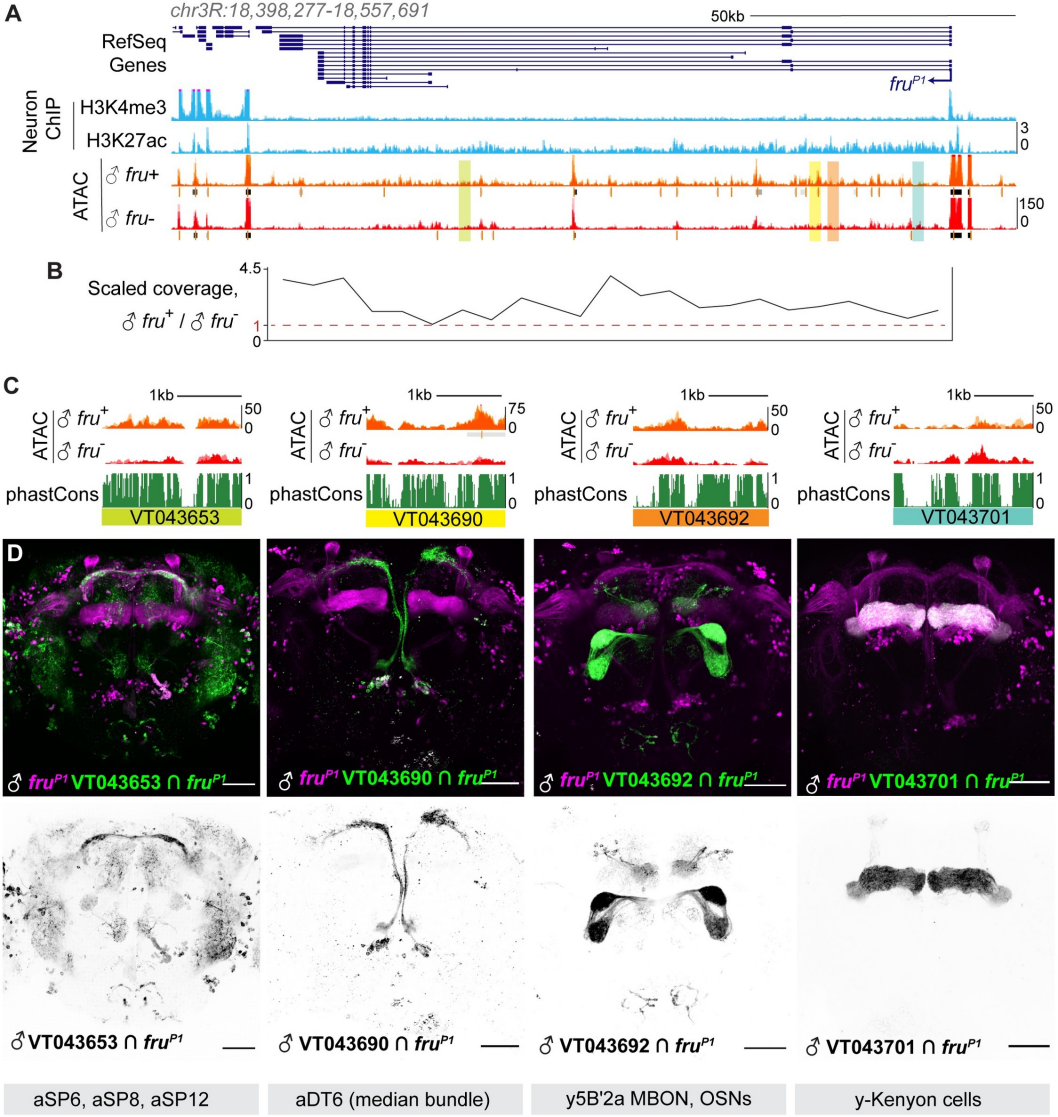
Diverse regions of the *fruitless* locus act as enhancers in subsets of *fru*^+^ neurons. A. UCSC genome browser screenshot of the *fruitless* locus (dm6 assembly). Blue signal tracks represent INTACT histone ChIP data for R57C01(*Nsyb*)-labeled neurons in the adult head [47]. The P1 promoter of *fru* shows enrichment of H3K4me3, a promoter mark, while the whole gene body shows signal for H3K27ac, an enhancer mark, compared to low signal upstream of fruP1. ATAC-seq signal tracks show numerous accessible regions across the gene body. Regions whose enhancer activity is imaged in Fig 3C are highlighted. B. Aggregate reads across the *fru* locus in *fru*^+^ versus *fru*^-^ male neurons plotted in 5kb windows. Pervasive opening is observed across much of the >100kb gene, with up to four-fold more reads in the *fru*^+^ condition. C. Peak landscapes and conservation across four genomic fragments in the Vienna Tiles collection, as indicated. Corresponding genomic locations are highlighted in A. D. Maximum intensity 2-photon stacks of enhancer activity of the four tiles in Fig 3C within *fruitless* neurons in the male overlaid with the *fru*^P1^-LexA expression pattern (top) and as GFP signal alone (bottom). Each tile drives expression in distinct *fruitless* neurons. Remarkably, VT043701, which has higher ATAC signal in *fru*^-^ cells, drives expression in γ Kenyon cells, which we sorted into the *fru*^-^ population.

To ask whether this enhanced gene-wide coverage was unique to *fruitless*, we used featureCounts to count reads across a gene locus and used DESeq2 to measure changes in coverage between sample conditions using a cutoff of p.adj <0.05 (S3C and S3D Fig). *fruitless* was near the top of the list of genes with differential coverage in this analysis, and other high-ranked genes were not like *fru*: They were short genes dominated by localized, robust peaks (like those found in *rox1* and *rox2*). We also made use of this gene-scale ATAC coverage measurement to compare accessibility and RNA expression levels in the male *fru*^+^ condition; we found mild correlation (r^2^ = 0.21, S3E Fig).

To ask if diverse regions of the *fru* locus act as enhancers in different subpopulations of *fru*^*+*^ cells, we first examined male brain expression patterns of 69 reporter lines carrying pieces of DNA from the *fru* locus. These alleles, from the “Vienna Tiles” collection, contain 1-3kb pieces of genomic DNA placed upstream of a minimal promoter and the coding sequence of the Gal4 transcription factor; they are recombined into a standard genomic location [48]. We viewed these expression patterns *in silico*, using the Brainbase database (https://implegacy.brainbase.at). Using reference anatomies of *fru* neurons, we found that three swathes of *the fru* locus had many tiles labeling *fru* neurons: The P1 promoter, the intron upstream of the sexually dimorphic exon, and the second intron (S3 Table) [2,3]. Remarkably, each of the 14 tiles that labeled *fru* neurons labeled only 1–3 *fru* classes, suggesting that individual regions of the *fru* locus act as *fru* enhancers in small subsets of *fru* neurons. To test this further, we obtained four tiles from the first and second introns and used a genetic intersection approach to identify *fru* neurons in which these fragments of the *fru* locus could act as enhancers (Fig 3C and 3D). Indeed, each region we examined drove expression in distinct *fruitless* subpopulations, and none of the regions we examined was able to drive gene expression across all *fruitless* neurons. We therefore conclude that the *fruitless* locus is densely packed with enhancer elements that each drive *fru* transcription in a subset of *fru*^+^ cells, i.e. that distinct gene regulatory mechanisms control *fru* expression across the diverse neurons that express it. This is consistent with analyses of the transcriptional control of neurotransmitter systems across ontogenetically diverse neuronal populations in *C*. *elegans* [49].

### Identification of candidate Fru^M^-regulated genomic elements

We sought to identify genomic regions whose accessibility robustly correlated with Fru^M^ status: Peaks present in male *fru*^*+*^ cells and absent from all other datasets represent genomic regions opened in the presence of Fru^M^, while peaks absent in male *fru*^*+*^ cells and present in all other datasets represent regions closed in the presence of Fru^M^. To identify these regions, we used DiffBind to call differentially accessible peaks between male and female samples, and between *fru*^*+*^ and *fru*^*-*^ samples (Figs 4A–4C and S4A–S4C and S2 Table). We observed 1037 differential peaks between male *fru*^+^ and male *fru*^-^, 861 between male *fru*^+^ and female *fru*^+^, and only 58 between the two female datasets (Fig 4A). The depletion of differential peaks between the two female datasets, both lacking Fru^M^, supports our hypothesis that the female *fru*^+^ cells, lacking Fru^M^, are a heterogeneous population whose constituents are no more similar to one another than those in the *fru*^-^ population. Further, we attributed a small number of chromatin accessibility changes which depend on sex or *fruitless* transcriptional status alone, suggesting that the large number of accessibility changes depend on the activity of Fru^M^ itself (Fig 4A).

**Fig 4:**
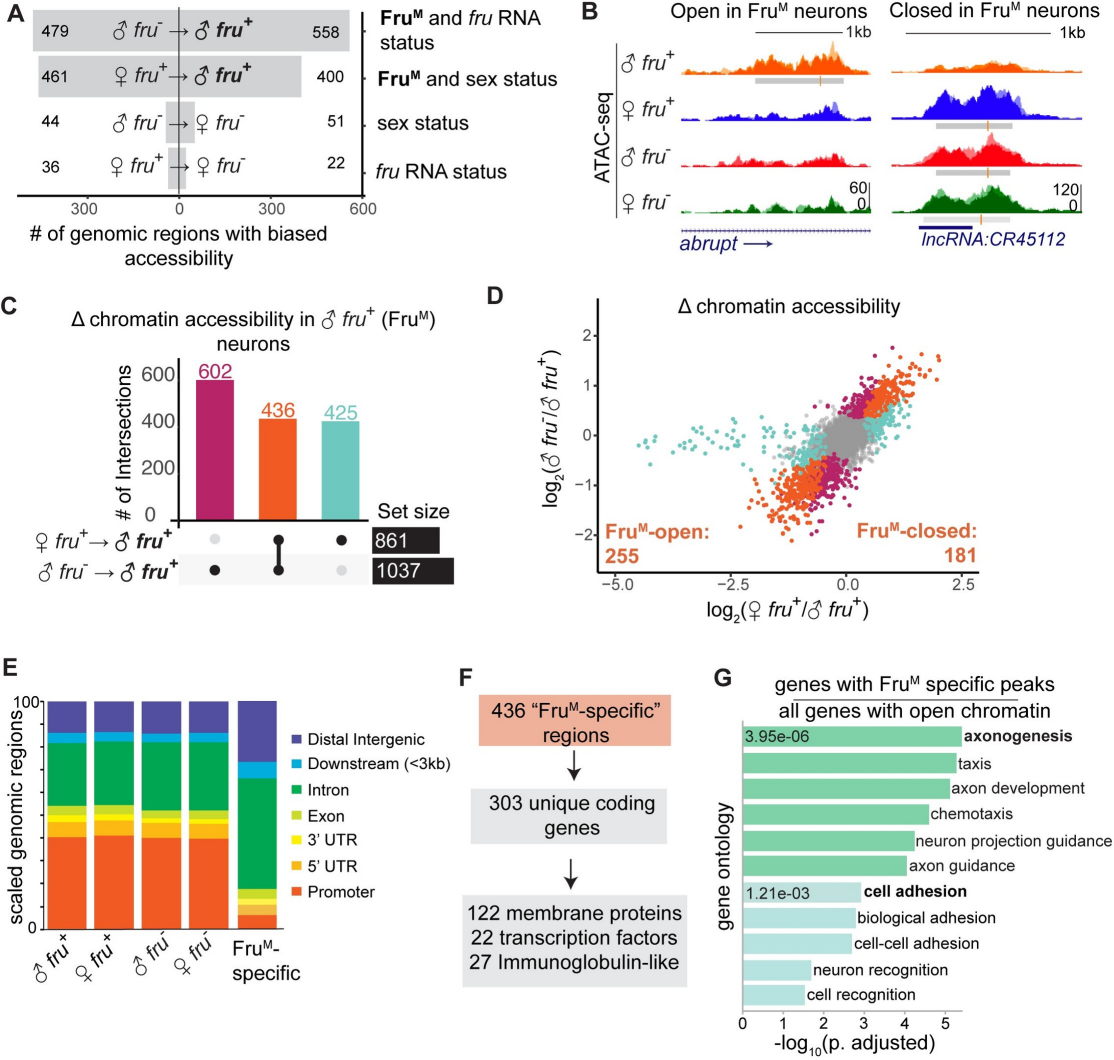
Chromatin changes downstream of Fru^M^ are near genes involved in neuronal projection and synaptic matching. A. Number of differentially accessible peaks between different sample comparisons at FDR<0.05. A “biased” region indicates a region which is relatively more open in a given comparison. Labels at right describe how compared conditions differ. B. Examples of peaks with increased (left) and decreased (right) accessibility specific to Fru^M^ neurons. C. UpSet plot showing intersection of DiffBind results at FDR <0.05 from male versus female *fru*^+^ neurons (861 sites) and male *fru*^+^ versus *fru*^-^ neurons (1037 sites). D. Distribution of fold change between the binary comparisons shown in (C). Each point is a peak. Points are colored according to their status in (C). All peaks that are differentially accessible in both comparisons vary in the same direction in both comparisons. Tail of aqua points at left represent dosage compensation signals from the X chromosome. E. Distribution of peak locations for all peaks versus Fru^M^-specific peaks. F. 436 Fru^M^-specific peaks are located near 303 unique genes, which are enriched for the gene categories noted. G. GO analysis using gProfiler of the 303 genes shown in Fig 4F. We include only terms with <1000 members. Genes with Fru^M^-specific annotated peaks were used as input gene lists, and all genes with peaks were used as background. Green terms relate to axonogenesis and teal to adhesion.

To identify changes in the activity of gene regulatory elements downstream of Fru^M^, we took the intersection of (1) the 1037 peaks specific to male *fru*^+^ versus male *fru*^-^ and (2) the 861 peaks specific to male *fru*^+^ versus female *fru*^+^ (Fig 4C and 4D). This resulted in 436 high-confidence peaks (FDR<0.05 in both comparisons) genome-wide (S4 Table). Comparing between the two male samples allows us to filter out sex-specific, Fru^M^-independent elements, while comparing between male and female *fru*^+^ cells allows us to compare populations of cells with roughly matched identities and thus filter out peaks associated with cell type distribution. In line with our biological expectations, all peaks that satisfied both conditions were biased in the same direction in both comparisons i.e. present in the male *fru*^+^ dataset and absent in the other three (255 peaks), or absent in the male *fru*^+^ dataset and present in the other three (181 peaks) (Figs 4D and S4D). Most differential peaks were intronic or intergenic, while promoters were sharply underrepresented among differential peaks (Fig 4E). We consider these 436 genomic elements to be candidate enhancers or repressors whose activity is regulated directly or indirectly by Fru^M^.

The fly genome is compact relative to common model vertebrates, and regulatory elements are often found in or near the genes they regulate [48]. We therefore hypothesize that our 436 candidate elements regulate the genes closest to them. Our Fru^M^-dependent peaks were in or near 303 unique genes, which were particularly enriched for membrane proteins (122 genes), transcription factors (22) and immunoglobulin superfamily (IgSF) members (27) (Fig 4F). GO terms for cell adhesion and axonogenesis were also highly enriched compared to all the genes containing peaks across our dataset (Fig 4G). Of course, these are attractive candidate factors for determination of neuronal identity or connectivity, and IgSF proteins have been implicated previously in the *fru* circuit [50].

We manually inspected a subset of the 436 candidate regulatory elements; they were clearly differentially accessible by both qualitative inspection and statistical thresholds, were reproducible between replicates, and were found in genes plausibly involved in the biological processes under study. However, these differential peaks were much smaller than the peaks we observed in promoters, which were of common height across samples (Figs 4E and 1D). Because “accessibility” as measured by ATAC is essentially quantized—each region of the chromosome is tagged 0, 1, or 2 times per cell—we reasoned that peak height provides a rough measure of the proportion of cells in the analyzed population in which a locus is open, or unbound by nucleosomes. If this is the case, we would predict that each regulatory element we identified is being used by only a small portion of the *fru*^+^ cell population, suggesting that Fru^M^ might induce different gene regulatory programs in different ontogenetic classes of *fru*^+^ neurons.

### Genomic elements specifically accessible in male fruitless neurons act as enhancers in subsets of male fruitless cells

To test the ability of candidate gene regulatory elements to drive gene expression, we identified reporter Gal4 alleles matched to their genomic loci, as in the *fru* locus shown in Fig 3C–3E [48,51]. Such reporter alleles are available for many of our 436 Fru^M^-dependent elements, and we selected the top seven ATAC-seq peaks specifically open in Fru^M^ cells for which reporter alleles were available (Fig 5A, 5D and 5G). In order to visualize neurons with recent transcription from the *fruP1* promoter, we constructed animals in which fruP1-LexA [52] drove expression of a red fluorophore, and reporter Gal4 constructs drove GFP expression. These animals allowed us to examine overlap between the *fruitless* population and neurons in which the candidate genomic region was capable of acting as a transcriptional enhancer (Fig 5B, 5C, 5E and 5F). To simplify observation of enhancer activity within the *fruitless* population, we also used an intersectional genetic approach to identify neurons positive for enhancer activity and current or past expression from *fruP1* (S5A and S5B Fig). Enhancer activity of all seven fragments was tested with both genetic strategies, with consistent results.

In six of seven cases, we observed male-specific reporter expression in one or a few anatomic classes of *fruitless* neurons, validating these differential peaks as bona fide enhancers with sex-specific activity and confirming that our ATAC-seq peaks demarcated accessible chromatin from subpopulations of *fru*^+^ neurons (Figs 5B, 5C and 5E–5G and S5B). Reporter expression driven by the seventh construct was mutually exclusive with fru-LexA expression (84D12 tile, S5B Fig). We also note that three classes of *fruitless* neurons, aSP2, aSP6, and aDT6, were repeatedly labeled by these six fragments. These *fruitless* classes are particularly numerous, and we assume their over-representation reflects the fact that we analyzed reporters matched to the strongest differential peaks. Reporters never labeled all the aDT6, aSP2, or aSP6 neurons, suggesting that these anatomic groups contain multiple transcriptional subtypes.

**Fig 5:**
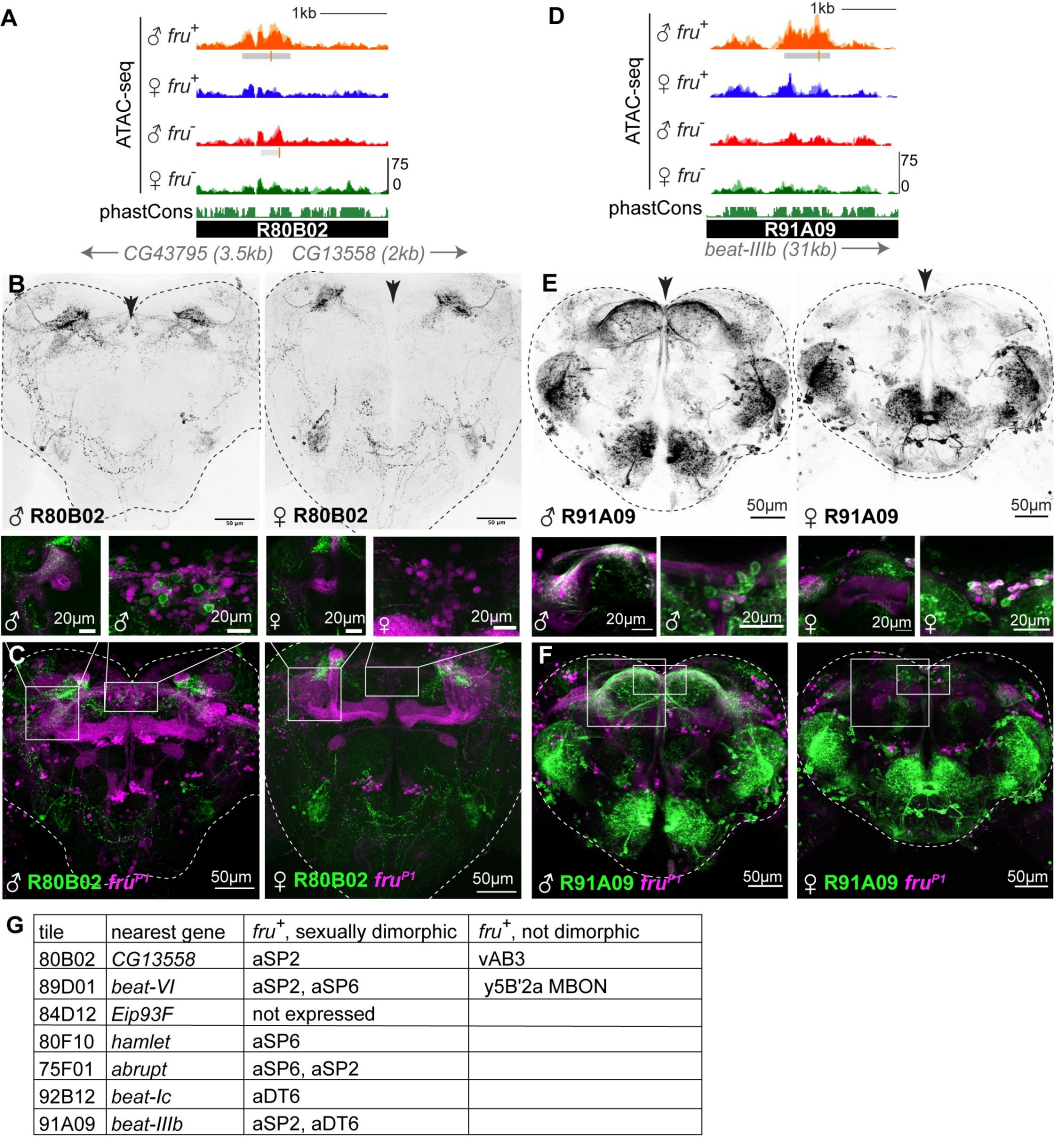
Regulatory elements specifically accessible in FruM neurons have sexually dimorphic and cell-type-specific activity *in vivo*. A. UCSC genome browser screenshot of an intergenic region with accessibility specific to Fru^M^ neurons. The 80B02 fragment encompasses this peak. B. Confocal maximum intensity projections of reporter element 80B02 driving 10XUAS-IVS-myr::GFP in male (left) and female (right). 80B02 activity is sexually dimorphic in cells with somata located at the dorsal midline (arrowhead), and common to the sexes in dorsolateral cells that innervate the central complex. Representative of 3–4 images per sex. Imaging conditions were matched between sexes. C. Overlap of 80B02 signal with *fru*^*P1*^-LexA-driven myr::TdTomato expression in the brains shown in (B). Insets show double-positive somata at the male dorsal midline and fibers in the lateral protocerebral complex. D. UCSC genome browser screenshot of a second intergenic region with accessibility specific to Fru^M^ neurons. The 91A09 fragment encompasses this peak. E. Maximum intensity projection of two-photon stack of 91A09-Gal4 driving 10XUAS-IVS-myr::GFP in male and female. 91A09 expression is shared between the sexes in lateral and subesophageal regions, but male-specific dorsally (arrowhead). Representative of 2–3 images per sex. Imaging conditions were matched between sexes. F. Overlap of 91A09 signal with *fru*^*P1*^-LexA-driven myr::TdTomato expression in the brains shown in (B). Insets show double-positive somata at the male dorsal midline and fibers in the lateral protocerebral complex. G. Summary of *fru*^+^ cell types in which analyzed genomic fragments drive reporter expression.

In addition to sex-specific labeling of *fru*^*+*^ neurons, each allele also drove non-dimorphic reporter expression in some *fru*^*-*^ neurons (e.g. as seen in Fig 5C and 5F). Because reporter tiles were much larger than our peaks (2–3 kb versus 500bp), they could comprise multiple enhancer elements which act in *fru*^+^ versus *fru*^-^ neurons. To ask whether our identified peaks played a causal role in driving gene expression in *fru* neurons, we examined Brainbase images of overlapping tiles when possible (S5D Fig). For enhancer reporter 91A09, only tiles containing our ATAC peak labeled *fru*^+^ neurons, while overlapping tiles that did not cover the peak labeled *fru*^-^ neurons.

Finally, while most reporter constructs drove sex-biased expression in subpopulations of male *fruitless* neurons, none of the reporters drove expression across the whole *fruitless* population. Together with the scale of the differential peaks we observe, these data lead us to conclude that Fru^M^ has different direct and/or indirect genetic targets in different ontogenetic/anatomic subpopulations of *fruitless* neurons. Moreover, individual Fru^M^-regulated enhancers are activated downstream of Fru^M^ only in specific subpopulations of *fruitless* neurons. Future enhancer-bashing experiments will be required to delineate minimal regulatory elements and to characterize whether individual elements act independently to drive the activity we observe, or in concert with nearby enhancers or repressors.

### Transcriptional effectors of Fru^M^ are neither universal across *fru*^+^ cells nor dedicated to *fru*^+^ cells

Our ATAC-seq and enhancer activity assays suggest that Fru^M^ genomic targets vary across distinct anatomic populations of *fruitless* neurons. To ask whether there are any genes broadly regulated by Fru^M^ status across the *fruitless* population, we used DESeq2 on our RNA-seq data to call differentially expressed genes between male and female *fru*^*+*^ neurons, between male *fru*^*+*^ and *fru*^*-*^ neurons, and between female *fru*^*+*^ and *fru*^*-*^ neurons (Figs 6A and S6A and S6B and S1 Table) [53]. 

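The tables hold TPM in place of counts, so the groups were compared with limma, with a mean for each of the 4 groups in a single fit to the 8 libraries, a trend of the variance with expression and Benjamini-Hochberg adjustment over the 10111 tested genes. A gene with an adjusted p-value under 0.05 is called differentially expressed. Because male and female cells were sorted together, the fit was repeated with the replicate number as a block. Across the tested genes, the differences between replicates 1 and 2 correlated with r = 0.20 between male and female *fru*+ cells and 0.25 between male *fru*+ and male *fru*- cells. The correlation was -0.04 between female *fru*+ and female *fru*- cells and 0.06 between male and female *fru*- cells. The block leaves every log2 fold change as it is in this balanced design and changes the test alone. Between female *fru*+ and *fru*- cells, 66 genes were differentially expressed, 30 higher and 36 lower in *fru*+ cells, and 1488 genes had an unadjusted p under 0.05. With the block there were 34, of which 31 were among the 66. With no filter on low values the count was 0, with 1808 genes at an unadjusted p under 0.05 among 14917, and with only the 4 female libraries it was 3. The 5 largest differences were those of *Hug* (log2 fold change 6.95, standard error 1.14), *CG7203* (-6.13, standard error 1.00), *Dsk* (6.12, standard error 1.10), *CG13053* (5.15, standard error 0.63) and *Nplp3* (-5.12, standard error 0.60). Their limma adjusted p-values were 0.0293, 0.0293, 0.0444, 0.00751 and 0.00751. With the block, the first 3 of these no longer passed the threshold (limma adjusted p = 0.0552, 0.0614 and 0.0778). *CG7203* was listed at 104 and 154 TPM in female *fru*- cells and at 0.609 and 1.05 TPM in female *fru*+ cells. *CG13053* was listed at 67.5 and 70.3 TPM in female *fru*+ cells and at 0 and 2.85 TPM in female *fru*- cells.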

As shown in Fig 1, *fruitless* transcript quantity and splice isoform tracked the cell type and sex of the library. Aside from *fruitless*, we observed <300 genes differentially expressed between male *fru*^*+*^ and male *fru*^*-*^ cells, and most of these were also differentially expressed, in the same direction, between female *fru*^+^ and female *fru*^-^ cells (Figs 6A and S6A and S6B). 

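Between male *fru*+ and male *fru*- cells, 52 genes were differentially expressed, 31 higher and 21 lower in *fru*+ cells, and 1354 genes had an unadjusted p under 0.05. The count was 35 with the replicate block, of which 32 were among the 52, and ranged over the alternatives from 14 with no filter on low values to 182 with only the 4 male libraries. Of the 182, 73 were higher and 109 lower in *fru*+ cells, the reverse balance. Without female *fru*- replicate 1 there were 53 higher and 96 lower, and without replicate 2 there were 53 and 102. The median log2 fold change over all tested genes was -0.14 and moved to -0.01 when the libraries were scaled by the median of ratios, which gave 47 genes, 32 higher and 15 lower. For the female comparison the same scaling moved the median from -0.11 to 0.01 and the calls to 33 higher and 18 lower. The 5 largest differences in males were in neuropeptide genes. *Dsk* was listed at 833 ± 217 TPM (SD, n = 2) in male *fru*+ and 1.20 ± 1.14 TPM in male *fru*- cells, a log2 fold change of 8.64 (standard error 1.10, limma adjusted p = 0.0114). *Ilp5* was listed at 410 ± 235 and 0.516 ± 0.730 TPM, a log2 fold change of 8.04 (standard error 0.84, limma adjusted p = 0.00365). *Trissin*, *Ilp3* and *Hug* followed with log2 fold changes of 7.57 (limma adjusted p = 2.2e-05), 7.18 (0.00406) and 6.58 (0.0411). The size of these values depends on the pseudocount. With a pseudocount of 0.1 they were 9.65 for *Dsk*, 10.1 for *Ilp5*, 9.19 for *Trissin* and 8.67 for *Ilp3*. With the block, *Hug* no longer passed (limma adjusted p = 0.0651), and the other 4 did. Of the 52 genes, 34 were differentially expressed in the same direction between female *fru*+ and female *fru*- cells, and 51 differed in the same direction, 46 of them with an unadjusted p under 0.05. With the block, 19 genes were shared. S1 Table lists 272 genes for the male comparison, and 45 of the 52 are among them. Of the 269 that were tested here, all 269 changed in the direction S1 Table gives, 266 with an unadjusted p under 0.05. S1 Table was made from the same libraries, so this is not an independent test. Among the neuropeptide genes above, *Dsk* and *Ilp5* did not pass in S1 Table (DESeq2 adjusted p = 0.218 and 0.0707), while *Trissin* and *Ilp3* did.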

We interpret these to be signatures of the particular populations of cells we analyzed, and that these differences in expression at the population level are independent of Fru^M^. For example, *eyeless* is a marker of Kenyon cells, which we sorted into the *fru*^*-*^ population in both sexes; *eyeless* transcripts are enriched in both *fru*^*-*^ datasets, as expected. 

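*ey*, at 697689 to 721173 on chromosome 4, was listed at 11.9 ± 0.0501 TPM (SD, n = 2) in male *fru*+ cells, 12.9 ± 0.0854 TPM in female *fru*+ cells, 50.7 ± 3.19 TPM in male *fru*- cells and 30.9 ± 0.119 TPM in female *fru*- cells. Its log2 fold change between *fru*+ and *fru*- cells was -2.01 (standard error 0.22, limma adjusted p = 0.00406) in males and -1.20 (standard error 0.22, limma adjusted p = 0.0457) in females. With the replicate block the adjusted p-values were 0.00851 and 0.0576. The sessions gave -2.07 and -1.95 in males and -1.19 and -1.21 in females. Both male *fru*- libraries lay above both female ones, a log2 fold change of 0.69 that did not pass the threshold (limma adjusted p = 0.782; with the block, 0.698).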

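A list of 98 genes of neurotransmitter production and transport, neuropeptides and their receptors was written by hand before the data were examined. Of these, 96 are in the tables and 95 were tested. Of the 95, 11 were differentially expressed in the same direction in the male and the female comparison of *fru*+ with *fru*- cells, all 11 higher in *fru*+ cells, against 23 of the 10016 other tested genes (Fisher's exact test, two-sided, p = 6.7e-15). The 11 genes were 5 of the 15 transmitter genes, 6 of the 30 neuropeptide genes and 0 of the 50 receptor genes. Genes are not independent replicates, so the p-value of Fisher's test does not measure the spread between libraries. With adjustment over the list alone the count was 19, 16 of them higher in *fru*+ cells, and 0 of the 19 were receptor genes. With the replicate block 7 genes passed over all genes and 20 over the list. With no filter on low values 0 passed over all genes and 16 over the list. Fits to only the 4 libraries of each comparison also lowered the count over all genes. The 5 genes with the smallest p in males were *Trissin*, *CCAP*, *SerT*, *Trh* and *Proc*, and in females *Trissin*, *SerT*, *Proc*, *Trh* and *ple*. *Trissin* was listed at 255 ± 17.3 TPM (SD, n = 2) in male and 425 ± 271 TPM in female *fru*+ cells, against 0.350 ± 0.149 TPM in male and 28.0 ± 1.59 TPM in female *fru*- cells. *CCAP* was listed at 0 in both male *fru*- libraries and at 60.4 ± 3.33 TPM in male *fru*+ cells. The serotonin genes *SerT* and *Trh* had log2 fold changes of 2.60 and 2.85 in males (limma adjusted p = 0.00293 and 0.00365). In females they had 2.52 and 2.66 (limma adjusted p = 0.00474 and 0.00751). *Proc* had 1.39 and 1.61 (limma adjusted p = 0.0114 and 0.00702). *ple*, which encodes tyrosine hydroxylase, had a log2 fold change of 2.03 in females (standard error 0.23, limma adjusted p = 0.00751; with the block, 0.0240).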

Many other genes common to *fru*^+^ or *fru*^-^ datasets were involved in neurotransmitter or neuropeptide production or reception suggesting the potential for distinct distributions of transmitter usage between sexually dimorphic (*fru*^+^) versus sex-shared (*fru*^-^) cells (S6C Fig).

**Fig 6:**
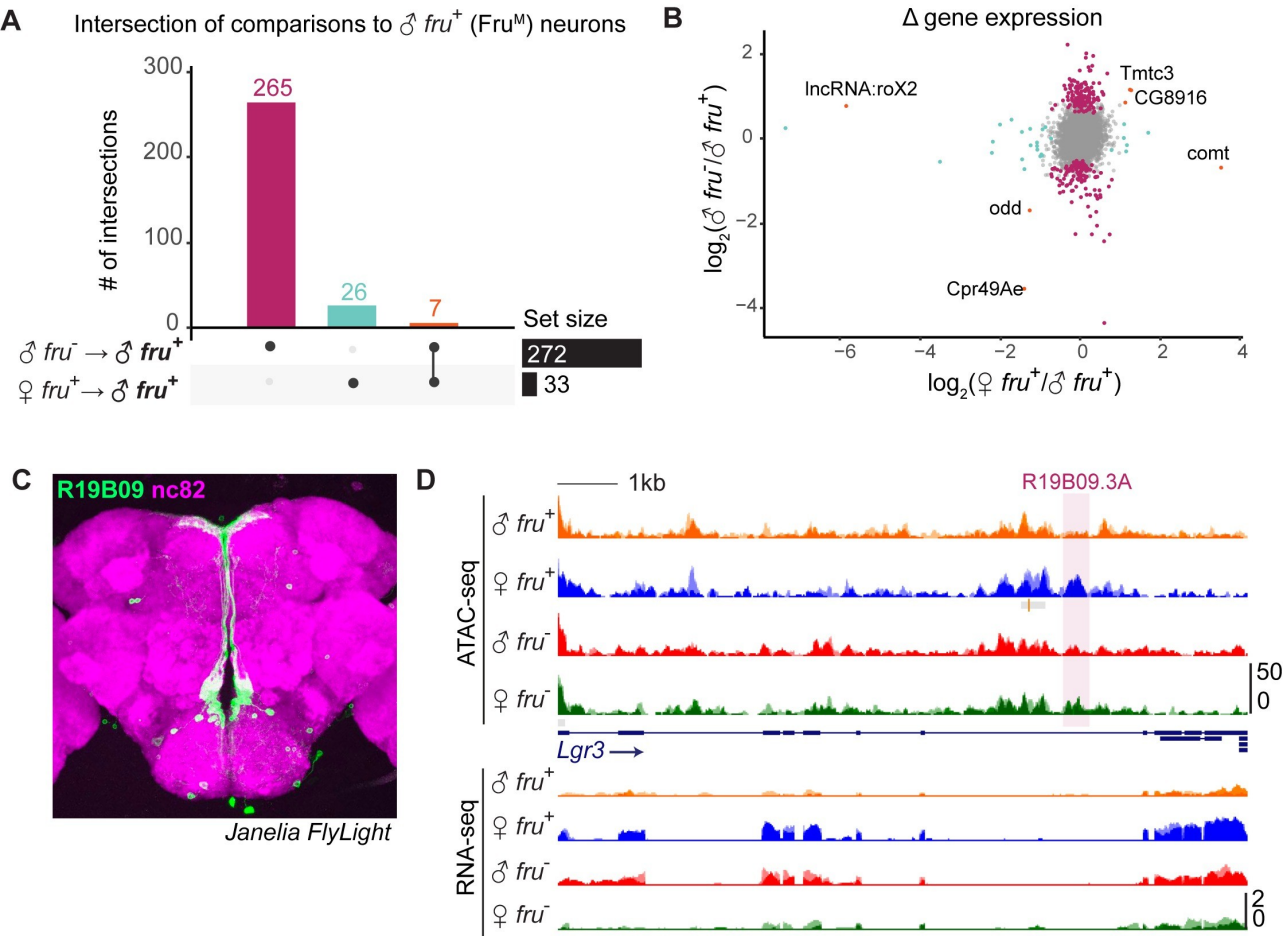
Fru^M^-regulated genes are neither distinct to nor universal across male *fruitless* neurons. A. UpSet plot showing intersection of differential gene expression (DESeq2 results at FDR <0.05) from male versus female *fru*^+^ neurons (33 genes) and male *fru*^+^ versus *fru*^-^ neurons (272 genes). Only 7 genes are differential across both comparisons. B. Distribution of fold change between the binary comparisons shown in (A). Points are colored according to their status in (A). Only 5 genes have differential expression specific to Fru^M^ cells (i.e. fold changes in the same direction in both comparisons). C. Adult female brain expression pattern of R19B09 (green) driving expression in aDT6/median bundle neurons with nc82 counterstain (magenta). Image from Janelia FlyLight database. D. UCSC genome browser screenshot of RNA-seq and ATAC-seq signal at *Lgr3*, a gene that is expressed in female but not male median bundle neurons [25]. Highlighted is R19B09.3A, which Meissner et al. found to be a minimal regulatory element bound by Fru^MB^.

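Of the 52 genes that were differentially expressed between male *fru*+ and male *fru*- cells and the 9 between male and female *fru*+ cells, 0 were in both sets. At an unadjusted p under 0.05, 110 genes were in both, 84 of them with fold changes in the same direction, 44 higher and 40 lower in male *fru*+ cells. With the replicate block the count of genes in both sets was again 0, with 35 and 8 genes in the 2 sets. With no filter on low values, 7 genes were in both sets, all in the same direction: *CG1077*, *CG13454*, *CG14113*, *Dnali1*, *TwdlO*, *CR42715* and *tobi*. The highest was *tobi*, at 1.90 and 2.20 TPM in male *fru*+ cells. With median-of-ratios scaling, *Tmtc3* was in both sets, in the same direction. With only the 4 libraries of each comparison, *roX2* was in both sets, in opposite directions. Without either female *fru*- library, the lncRNA *CR44766* was in both, at 41.3 and 23.8 TPM in male *fru*+ cells and at 3.50 and 2.32 TPM in female *fru*+ cells. These genes, apart from *Tmtc3* and *roX2*, were named after their values were seen.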

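Between male and female *fru*+ cells, 9 genes were differentially expressed, 7 higher and 2 lower in males, and 429 genes had an unadjusted p under 0.05. With the replicate block there were 8, all among the 9, and over the alternatives the count ran from 6 with a mean above 10 TPM to 19 with no filter on low values. All 9 are among the 33 genes of S1 Table, which was made from the same libraries, and the 33 all changed in the direction it gives. Besides *roX1* and *roX2*, the genes higher in males were *CG32625* (24.5 ± 5.79 against 0.0895 ± 0.127 TPM, SD, n = 2; log2 fold change 4.54, limma adjusted p = 0.00040), *brv3*, *CG14195*, *CG4586* and the antisense RNA *CR45009*. *brv3* was listed at 20.4 ± 0.559 TPM in males against 0.178 ± 0.252 TPM in females (log2 fold change 4.20, limma adjusted p = 0.00056). With a pseudocount of 0.1 the log2 fold changes of *CG32625* and *brv3* were 7.18 and 6.58, so their size depends on the pseudocount. The genes lower in males were *comt*, at 27.4 ± 7.68 TPM in males and 435 ± 33.1 TPM in females (log2 fold change -3.97, limma adjusted p = 3.8e-05), and *Uros1*, at 10.4 ± 1.09 and 39.9 ± 4.32 TPM. Between male and female *fru*- cells, 11 genes were differentially expressed, 8 higher and 3 lower in males, and 505 had an unadjusted p under 0.05. With the block there were 9. Of the 9 genes in *fru*+ cells, 8 were shared with *fru*- cells in the same direction. The exception was *CR45009*, at 185 ± 11.6 TPM in male and 91.4 ± 16.2 TPM in female *fru*- cells. The genes called in *fru*- cells alone were *Cyp4d2*, *Dok* and *Trissin*, the last with a log2 fold change of -4.43 (standard error 0.37, limma adjusted p = 0.00071; with the block, 0.0048). *CG14195*, *CG4586*, *CR45009*, *Uros1*, *Cyp4d2* and *Dok* were named after their values were seen. All 9 genes in *fru*+ cells, and 10 of the 11 in *fru*- cells, lie on the X, against 16.9% of the other tested genes (Fisher's exact test, two-sided, p = 1.2e-07 and 1.8e-07). Genes are not independent replicates in that test. In S1 Table, 14 of the 33 genes also pass its threshold in *fru*- cells, in the same direction. The paper's text says that most differ there.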

We observed only 33 statistically significant differences (DESeq p. adj <0.05) in gene expression between male and female *fru*^*+*^ neurons, most of which also differed between male versus female *fru*^*-*^ neurons (S6A Fig). We interpret these as being sex-specific but Fru^M^ independent.

If Fru^M^ alters transcription of distinct genes across the dozens of classes of *fruitless* neurons, we would expect these differences to average out when the whole pool of *fruitless* neurons is analyzed *en masse*. In contrast, if Fru^M^ regulated the same effectors across all *fruitless* classes, we would expect to observe a strong transcriptional signature specific to male *fru*^+^ cells, containing Fru^M^. We identified only seven transcripts that are uniquely active or inactive in cells containing Fru^M^ (Fig 6A and 6B). 

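S1 Table gives 7 genes that pass its threshold in both comparisons of male *fru*+ cells, *Cpr49Ae*, *odd*, *Tmtc3*, *CCHa2*, *CG8916*, *roX2* and *comt*. *CCHa2* was added to the named genes after its place in S1 Table was seen. None passed in both comparisons here, and 4 of the first 5 passed in one of them. *Cpr49Ae*, which encodes a cuticular protein, was listed at 103 ± 5.36 TPM (SD, n = 2) in male *fru*+ cells, 30.8 ± 6.33 TPM in female *fru*+ cells, 4.46 ± 1.06 TPM in male *fru*- cells and 6.47 ± 0.356 TPM in female *fru*- cells. Its log2 fold change was 4.26 (standard error 0.26, limma adjusted p = 0.00011) against male *fru*- cells and 1.71 (limma adjusted p = 0.0729; with the replicate block, 0.0595) against female *fru*+ cells. It was also higher in female *fru*+ than in female *fru*- cells (log2 fold change 2.08, limma adjusted p = 0.00849). *odd*, which encodes a zinc finger transcription factor, was listed at 6.38 ± 1.98 TPM in male *fru*+ cells and 0.970 ± 0.205, 0.479 ± 0.196 and 0.153 ± 0.122 TPM in female *fru*+, male *fru*- and female *fru*- cells. Its log2 fold changes were 2.30 (limma adjusted p = 0.0374; with the block, 0.0651) against male *fru*- cells and 1.88 (limma adjusted p = 0.264) against female *fru*+ cells. *Tmtc3* was lower in male *fru*+ cells, at 14.9 ± 3.66 TPM, than in female *fru*+ (40.3 ± 2.78 TPM), male *fru*- (42.5 ± 8.34 TPM) or female *fru*- cells (50.6 ± 2.19 TPM). Its log2 fold changes were -1.46 (limma adjusted p = 0.0340) and -1.40 (limma adjusted p = 0.115) against male *fru*- and female *fru*+ cells. *CCHa2*, which encodes a neuropeptide, was listed at 51.4 ± 17.4 TPM in male *fru*+ cells and at 162 ± 58.1, 169 ± 7.40 and 179 ± 11.0 TPM in female *fru*+, male *fru*- and female *fru*- cells. Its log2 fold changes were -1.74 (limma adjusted p = 0.0279) and -1.63 (limma adjusted p = 0.115). *CG8916*, at 13.9 ± 0.653 TPM in male *fru*+ cells and 33.7 to 36.8 TPM on average in the other 3 groups, had log2 fold changes of -1.20 (limma adjusted p = 0.0628) and -1.33 (limma adjusted p = 0.118). With the block, the adjusted p-values of *Tmtc3* were 0.0321 and 0.0909, those of *CCHa2* 0.0209 and 0.0595, and those of *CG8916* 0.0872 and 0.173. *roX2* and *comt* differed in opposite directions in the 2 comparisons. *comt* was higher in male *fru*+ than in male *fru*- cells (log2 fold change 0.65, limma adjusted p = 0.267) and lower than in female *fru*+ cells.

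**Figure D1:**
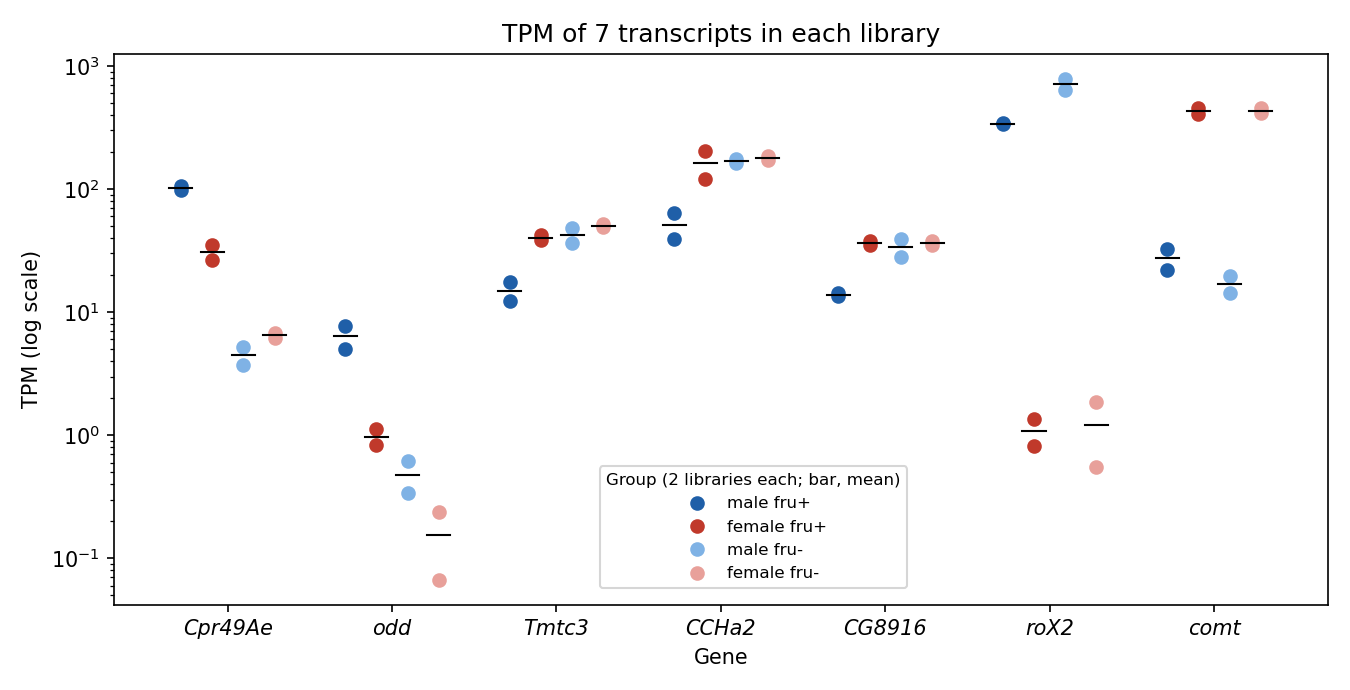
TPM of the 7 genes (log axis) in each of the 8 libraries, by group; each point is a library and each bar the mean of 2. The male *fru*+ libraries lie above the other 6 for *Cpr49Ae* (106 and 98.7 TPM) and *odd*, and below the other 6 for *Tmtc3*, *CCHa2* and *CG8916*.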

The implication of this analysis is that aside from *fruitless* itself, there are unlikely to be strong differences in gene expression that are dedicated to or shared across the *fru*^*+*^ cell population in the adult. These findings are consistent with our results that Fru^M^ regulates different genomic elements in different populations of *fru*^*+*^ cells and with prior research suggesting that the same neuronal specificity factors are used throughout the brain in different combinations [54–56].

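Whether a sex difference differed between *fru*+ and *fru*- cells was tested with the interaction of sex and *fru* status in the same limma fit. Of 10111 genes, 0 passed the threshold, 237 had an unadjusted p under 0.05, and the smallest adjusted p was 0.266, that of *Trissin*. With the replicate block the count was also 0, with 307 at an unadjusted p under 0.05. With a pseudocount of 0.1, *Trissin* passed (limma adjusted p = 0.0457). Of the 5 transcripts that differed in the same direction in both comparisons in S1 Table, the interaction was 2.18 for *Cpr49Ae*, 1.53 for *odd*, -1.14 for *Tmtc3*, -1.55 for *CCHa2* and -1.19 for *CG8916*. Their unadjusted limma p-values were 0.00018, 0.0207, 0.0078, 0.00278 and 0.00522, and their adjusted p-values were 0.910 for *Cpr49Ae* and 0.999 for the other 4. In simulated libraries of the same number, some genes were given a difference between male *fru*+ and male *fru*- cells. Of 129 with a difference of 2 or more on the log2 scale, 126 were called. The interaction was not simulated. In the real male comparison *NPF* passed (log2 fold change 3.23, limma adjusted p = 0.0132). *Ilp2* (4.59, limma adjusted p = 0.105) and *Lk* (-3.04, limma adjusted p = 0.0633) did not, so the simulated rate may not carry over to the real libraries. The paper reasons that a program of effectors shared by all *fruitless* neurons would give a strong signature specific to male *fru*+ cells, whereas effects in separate classes of neurons would average out in the pool. From the 7 transcripts it finds specific to cells with Fru M, the paper holds it unlikely that, apart from *fruitless* itself, strong differences are dedicated to or shared across the *fru*+ population of the adult.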

While cell-type-specific gene expression changes are difficult to detect in pooled cells, genome-wide expression trends may still be apparent. To ask how Fru^M^-specific regulatory elements influence transcriptional regulation genome-wide, we analyzed expression of the 303 genes near Fru^M^-specific ATAC peaks in male versus female *fru*^+^ neurons (S6D Fig). While genes near Fru^M^-open peaks were neither activated nor repressed on average, we found a small and statistically significant female bias in expression of genes near Fru^M^-closed elements.

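S4 Table assigns the 436 Fru M-specific peaks to genes: 181 peaks are Fru M-closed and 255 Fru M-open. It names 377 genes, 148 near closed peaks only, 209 near open peaks only and 20 near both. The paper gives 303 unique genes, from regions with annotated protein-coding genes. The reason for the difference was not found, so the lists here may not match the paper's. Of the 377 genes, 118 near closed peaks only and 115 near open peaks only were tested. The genes near both were counted with the 9878 other tested genes. The mean log2 fold change between male and female *fru*+ cells was -0.07 (SD 0.287 over genes) for the closed-peak genes, 0.05 (SD 0.405 over genes) for the open-peak genes and 0.04 for the other genes. The closed-peak genes lay -0.11 from the other genes (permutation test with 100000 resamples, two-sided, p = 0.00769; adjusted over the 3 comparisons of this family, 0.0115). They lay -0.12 from the open-peak genes (permutation p = 0.00694, adjusted 0.0115), and the open-peak genes lay 0.01 from the other genes (permutation p = 0.731). With a mean above 10 TPM, which left 90 genes in each list, the closed-peak genes lay -0.09 from the other genes (permutation p = 0.0193, adjusted 0.0579). They lay -0.07 from the open-peak genes (permutation p = 0.0939, adjusted 0.141), so neither difference passed after adjustment there. Taken as medians over genes, the closed-peak genes lay -0.09 from the other genes (permutation p = 0.00206, adjusted 0.00618) and -0.03 from the open-peak genes (permutation p = 0.340). The open-peak genes then lay -0.06 from the other genes (permutation p = 0.0554). Of the closed-peak genes 61.9% were lower in males, against 53.0% of the open-peak genes and 45.2% of the others. Genes are not independent replicates, so the 2 sorting sessions were also taken apart. In session 1 the closed-peak genes lay -0.21 from the other genes (permutation p = 0.00018) and the open-peak genes -0.12 (permutation p = 0.0176). In session 2 the values were -0.01 (permutation p = 0.800) and 0.15 (permutation p = 0.00583). The female bias of the closed-peak genes against the other genes was found in session 1 and not in session 2. Without female *fru*+ replicate 1 the closed-peak genes lay 0.05 above the other genes. Between closed-peak and open-peak genes the difference was -0.08 in session 1 (permutation p = 0.177) and -0.16 in session 2 (permutation p = 0.00727). A replicate block cannot change these means in a balanced design.

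**Figure D2:**
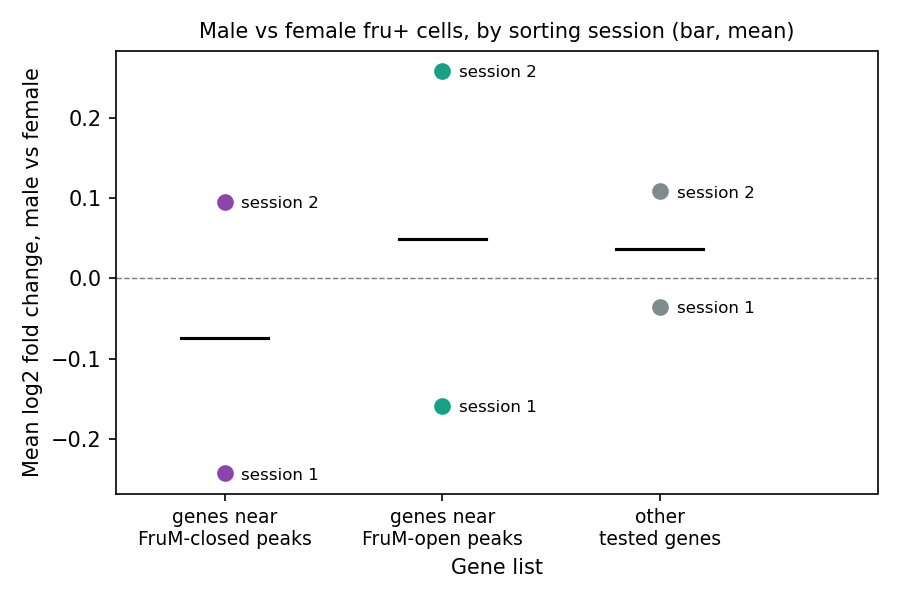
Mean log2 fold change between male and female *fru*+ cells over the genes near Fru M-closed peaks, the genes near Fru M-open peaks and the other tested genes; points are the 2 sorting sessions and bars their mean. The closed-peak genes are at -0.24 in session 1 and 0.10 in session 2, the open-peak genes at -0.16 and 0.26, and the other genes at -0.04 and 0.11.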

Fru^MB^ was shown previously to bind to a minimal regulatory element in *Lgr3* and to repress *Lgr3* expression in a subset of male Fru^M^ median bundle/aDT6 neurons (Fig 6C) [25]. Remarkably, we observe increased transcription of *lgr3* in pooled female *fru*^+^ cells, which we presume emanates from the aDT6 subpopulation; aDT6 cells comprise 5–10% of our *fru*^+^ populations (Fig 6D). 

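*Lgr3*, at 25665809 to 25677214 on chromosome 3R, was listed at 9.43 ± 0.688 TPM (SD, n = 2) in female *fru*+ cells and 2.33 ± 0.110 TPM in male *fru*+ cells. The log2 fold change between males and females was -1.65 (standard error 0.37), with -1.68 in session 1 and -1.61 in session 2. The difference did not pass the threshold over all genes (limma unadjusted p = 0.0012, adjusted p = 0.305; with the replicate block, adjusted p = 0.315), and its adjusted p ranged from 0.196 to 0.493 over the alternatives. In *fru*- cells *Lgr3* was listed at 7.13 ± 1.17 TPM in males and 2.99 ± 1.57 TPM in females, a log2 fold change of 1.08 in the opposite direction (standard error 0.37, limma adjusted p = 0.867). The interaction of sex and *fru* status was -2.72 (standard error 0.52, limma unadjusted p = 0.00040, adjusted p = 0.911). Male *fru*+ cells stood below male *fru*- cells by a log2 fold change of -1.28, and female *fru*+ cells above female *fru*- cells by 1.44, neither past the threshold (limma adjusted p = 0.199 and 0.118; with the block, 0.167 and 0.0989).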

Fru^MB^ could decrease *Lgr3* expression in the male by decommissioning an *Lgr3* enhancer or commissioning an *Lgr3* repressor. To discriminate between these, we visualized this minimal region in our ATAC-seq data and found it to be accessible in female *fru*^+^ cells and not in male *fru*^+^ cells (Fig 6D). This suggests that the regulatory element in *Lgr3* identified by Meissner et al. is an enhancer that is decommissioned by Fru^M^, resulting in downregulation of *Lgr3* expression in male aDT6 cells.

### Enrichment of Fru^M^ binding sites in peaks specifically closed in male *fru*^+^ neurons

To ask whether Fru^M^ acts to decommission regulatory elements more generally, we first needed to separate direct targets (i.e. those bound by Fru^M^), from indirect targets (i.e. those regulated by direct Fru^M^ targets). To explore this using our ATAC data, we searched for Fru motifs across the 436 Fru^M^-specific peaks. Fru^M^ has three DNA-binding domains, termed Fru^A^, Fru^B^, and Fru^C^. The three isoforms are expressed in largely overlapping neuronal populations, with Fru^B^ and Fru^C^ expressed more broadly than Fru^A^ [31,57,58]. The Fru^B^ and Fru^C^ isoforms of Fru^M^ are each independently required in the male for courtship behavior and male aggression, while loss of Fru^A^ has little effect on courtship [22,31,57,58]. Loss of Fru^C^ causes feminization of neuronal anatomy, while loss of Fru^A^ and Fru^B^ have little anatomic effect [22,31,58]. The three isoforms have been shown by SELEX to bind distinct DNA motifs (Figs 7A and S7A) [59].

We used FIMO to search our peak datasets for Fru^A^,^B^, and ^C^ motifs. In each peak, we quantified the strongest match to each of these motifs [60]. We were surprised to find that motifs for all three DNA binding domains were more common among peaks specifically closed in the presence of Fru^M^ than in those specifically open in the presence of Fru^M^ (Figs 7A and 7B and S7A–S7C). This pattern was particularly apparent for Fru^B^ motifs, which were strongly enriched in peaks closed in the presence of Fru^M^ (Fig 7A and 7B). Together, these results suggest that, in the adult, Fru^M^ decommissions (or closes) the regulatory elements to which it directly binds. Moreover, these results suggest that the 181 regions inaccessible in male *fru*^*+*^ cells are those most likely to be direct Fru^M^ targets, while regions specifically opened in male *fru*^*+*^ cells are likely to be downstream effectors of primary targets. Analysis of additional Fru^A^ motifs shown in S7A–S7C Fig.

**Fig 7:**
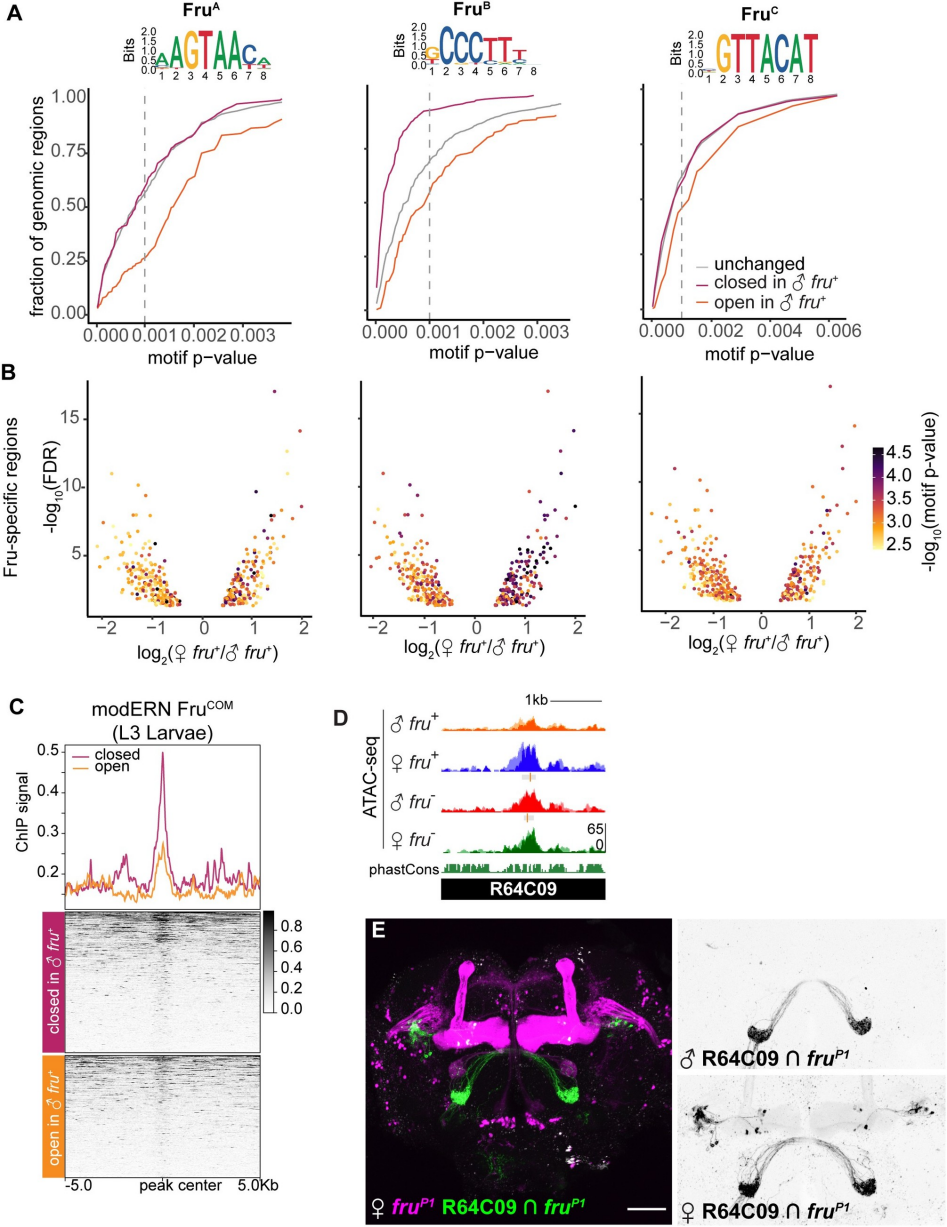
Strong Fru motifs are enriched among peaks closed in the presence of Fru^M^. A. SELEX motif for Fru [59] and cumulative frequency distribution of Fru^B^ motif strengths identified using FIMO across peaks open (orange), closed (magenta), and unchanged (grey) in the presence of Fru^M^. All three motifs are depleted from regions specifically open in Fru^M^ neurons, and Fru^B^ motifs are enriched among peaks specifically closed in the presence of Fru^M^. The p-value threshold for a well-matched motif (p <0.001) is marked as a dashed line. B. Volcano plots showing the strength of the best match to each motif across our 436 Fru^M^-specific peaks. Regions opened in the presence of Fru^M^ have negative values. C. Fru^COM^ binding profiles across our Fru^M^-closed and Fru^M^-opened peaks. Fru^COM^ data is from whole L3 larvae [62]. Fru^COM^ signal is enriched at Fru^M^-specific peaks, especially those closed in the presence of Fru^M^. D. UCSC genome browser screenshot of ATAC-seq signal across a FruM-closed region covered by the enhancer reporter element R64C09. E. Genetic intersection of R64C09 enhancer activity with *fruitless* expression. R64C09 labels a distinct neuron population in female that is not labeled in male *fruitless* neurons, consistent with it acting as an enhancer that is decommissioned in the presence of Fru^M^. 64C09 also drives sex-shared expression in *fru*^+^ olfactory sensory neurons.

Fru^M^ and Fru^COM^ share most of their protein coding regions and their DNA binding domains, and Fru^COM^ can rescue loss of Fru^M^ in behavioral experiments [61]. We therefore asked whether our putative Fru^M^-regulated sites overlapped with Fru^COM^-bound sites identified by ChIP from larvae through the modERN project (ENCODE ENCGM860XOW) [62]. We re-analyzed raw data from the modERN dataset and compared ChIP enrichments across our peaks closed in the presence of Fru^M^ versus open in the presence of Fru^M^. We found strong enrichment of Fru^COM^ binding centered over peaks closed in the presence of Fru^M^, and weaker Fru^COM^ binding enrichment at peaks opened in the presence of Fru^M^ (Fig 7C). This analysis suggests that despite distinct cellular contexts, Fru^M^ and Fru^COM^ may have targets in common, and supports our hypothesis that Fru decommissions regulatory elements to which it directly binds.

To test whether additional regions closed in Fru^M^ cells function as enhancers in female *fruitless* neurons, we selected one such region, an intergenic peak located near *cry*, *vib*, and *CG31475* (Fig 7D). We used our intersectional genetic strategy to analyze expression of 64C09, a Janelia fragment encompassing this peak (Fig 7E). Remarkably, we found that this element drove robust, female-specific reporter expression in a subset of *fru* neurons, while overlapping fragments that do not encompass the peak drove expression in *fru*^-^ cells (S7E and S7F Fig). Together, these results suggest that Fru^M^ acts cell-type-specifically to decommission enhancer elements in male *fruitless* neurons.

## Discussion

Here, we have analyzed the landscape of gene regulatory elements upstream and downstream of the *fruitless* transcription factor. Together, our results suggest that Fru^M^ is a single node of commonality across cells that are otherwise transcriptionally diverse. The mechanisms upstream of *fru* transcription are likely to be distinct across different cells; once Fru^M^ is translated in males, it does not unify gene expression programs across the disparate cells that express it, but rather executes distinct programs in each type of *fru*^+^ cell. Fru^M^ therefore serves as an evolutionary and developmental handle on neurons that need to be made sexually dimorphic, and likely intersects differently with the gene regulatory identities of the individual neuron types in which it is expressed to alter them in different ways.

### Fru^M^ as a decommissioner of regulatory elements

Despite decades of work on the cellular, circuit, and behavioral functions of Fru^M^, we know very little about what Fru^M^ does as a transcription factor to masculinize neurons. Our findings suggest that Fru^M^ directs genome-wide changes in chromatin accessibility and decommissions its direct targets. This mechanism is strikingly consistent with previous work: The two genes previously identified as direct Fru^M^ targets, *robo1* and *Lgr3*, are both downregulated in the male [25,26]. A third gene, *teiresias*, was recently shown to be downregulated by Fru^M^ in the male and predicted to contain Fru^B^ binding motifs [28]. Moreover, Fru^M^ can recruit the cofactor Bonus, followed by the chromatin modifiers HDAC1 or HP1 [63]; HDAC1 and HP1 both convert euchromatin to heterochromatin.

This decommissioning activity raises an important question of whether Fru^M^ remains bound to such loci. Currently, few transcription factors show ability to bind nucleosomes (“pioneer activity”). And while currently no high-resolution binding profiles exist for Fru^M^, ChIP enrichment of Fru^COM^ in whole third instar larvae correlates with accessible chromatin in third instar larval brains. This suggests Fru proteins bind nucleosome-displaced and not nucleosome-occupied regions. FruM may then use a “hit and run” mechanism–binding a locus, recruiting chromatin modifiers, and leaving when the region is no longer accessible. If so, ChIP-based methods may miss direct targets of Fru^M^ which can nevertheless be detected by looking at resultant chromatin changes with ATAC-seq.

Beyond a putative molecular mechanism for the action of Fru^M^ on gene expression, this finding suggests that neuronal masculinization in the insect proceeds through cell-type-specific dismantling of female or sex-shared gene expression programs. Maleness is typically conceived as an addition to female programming, as exemplified by the striking male-specific courtship routines performed in birds and insects. However, Fru^M^ is not required for courtship actions per se, but rather for their regulation [11,64]. Moreover, *fru*-expressing neurons in the female control egg-laying, and ectopic Fru^M^ expression in female flies dismantles egg-laying behavior [15,65]. Together, these findings are consistent with masculinization as a process of loss of female programming.

### Fru^M^ masculinizes transcription differently in different classes of *fruitless* neurons

Fruitless masculinizes dozens of classes of neurons in the central brain alone, and does so by altering cell genesis, apoptosis, arbor anatomy, connectivity, and neurophysiology [2,3,6,20,21,32,33]. Consistent with the variable nature of these masculinizing mechanisms, we find that Fru^M^ status alters the activity of distinct gene regulatory elements across distinct classes of *fruitless* neurons. Indeed, we find that each relevant genomic region is likely Fru^M^-regulated in just one or a few *fruitless* populations.

The specificity of Fru^M^ action across distinct *fruitless* neurons could result from distinct availability of cofactors with different DNA-binding domains, or from differences in the pre-existing chromatin landscape that Fru^M^ encounters in each cell type. Fruitless is one of 40 members of the BTB/POZ family of transcription factors in *Drosophila*. The BTB/POZ domain is a dimerization domain, and family members have been shown to both homo- and hetero-dimerize. The presence of different Fru^M^ heterodimers across neuron types that bind different composite motifs is thus a feasible mechanism. Another interesting possibility is that the distinct factors that activate *fruitless* transcription in different populations of *fruitless* neurons could themselves cooperate with Fru^M^ in regulating cell-type-specific effectors.

### Comparison with previous genome-wide datasets

Two previous studies attempted to identify Fru^M^-bound sites genome-wide through ectopic expression of tagged isoforms that enzymatically label DNA. Each of these experiments is conceptually difficult to interpret because Fru^M^ is studied outside of the typical cellular context and transcriptional millieu. A DamID study [57] analyzed central nervous systems in which Fru^M^-Dam expression is driven by leak from an uninduced UAS-driven construct, allowing expression in any cell at any time of development; a BirA/BLRP study [66] induced Fru^M^ expression in the S2 cell line, which is not neural [67]. Both studies reported broad peaks (e.g. median length 10kb in the BirA study). The low resolution, likely a result of the spatial resolution of enzymatic tagging, the accretion of covalent DNA labeling over long time scale labeling, and the use of microarrays for sequence detection, preclude a crisp comparison with our nucleosome-scale peak landscapes. Gene-level intersection of putative Fru binding from the BirA/BLRP study [66] versus genes with differential peaks in our analysis is shown in S7D Fig.

We argue here that Fru^M^ alters expression of distinct genes across *fru* subpopulations, and that these transcriptional differences are masked when the whole *fru* populations are analyzed by RNA-seq. However, a previous study identified 772 genes enriched in male *fru*+ neurons in adult by TRAP [68]. We were somewhat surprised to find that we did not re-discover these genes, especially as our analysis is more sensitive than TRAP (i.e. we observe 4.8-fold enrichment of *fru* versus 1.5-fold enrichment by TRAP). One possibility is that differences in TRAP were dominated by *fru*^+^ Kenyon cells, which we filtered out in our analysis (Fig 1A). The TRAP approach also relied on comparing polysome-bound transcripts from *fru*^+^ neurons with input from the whole head, which would be expected to enrich neural transcripts generally.

### Action of Fru^M^ across the life cycle

*fruitless* expression begins in late larvae, peaks in mid-pupal stages, and continues robustly in the adult; new populations of cells turn on *fruitless* expression across the life cycle, with Kenyon cell expression arising only in late pupae [13]. Fru^M^ exerts masculinizing effects that could arise at each of these stages. We have begun our analysis here with the adult stage, and observe gene regulatory alterations of synaptic matching molecules, transcription factors, and ion channels that are consistent with neural specificity functions required in the adult. We expect that some of these differences, especially in synaptic matching molecules, would also be observed at earlier developmental stages—synaptic matching molecules are used to guide synaptogenesis and often continue to be expressed to maintain the synapse [56,69,70]. At earlier stages, we might begin to observe Fru^M^-dependent regulation of genes required for axon guidance or the induction or suppression of apoptosis. Alternatively, as differentiation is thought to proceed through loss of gene regulatory potential over time, the adult state of these cells as measured by ATAC-seq could represent a summation of all the gene regulatory alterations that occurred during earlier stages of cellular development; this is particularly likely if Fru^M^ decommissions regulatory elements. Finally, we observe in adults that Fru^M^-dependent regulatory elements are cell-type-specific. We cannot rule out the possibility that these or other regulatory elements are used more broadly across *fruitless* neuron types at earlier developmental stages.

### Effects of Fru^M^ on connectivity are unlikely to occur through convergent gene expression

The construction of neural circuits from diverse cellular parts is an extraordinarily complex problem, and the idea that circuit construction could be simplified by expression of the same factors across cells of a circuit has arisen repeatedly as a potentially simplifying mechanism [71–73]. Sexually dimorphic transcription factors are particularly compelling examples in which expression of a particular gene appears to “paint” multi-layered circuits dedicated to particular behaviors [1,29,74]. Our results here suggest that even when the same transcription factor does label lineally diverse, connected cells, this pattern is unlikely to make the process of establishing circuit connectivity any simpler. First, we suggest that lineally diverse neurons use distinct gene expression programs to activate the shared transcription factor, i.e. that expression of *fruitless* occurs through multiple convergent mechanisms rather than a single mechanism. The diverse paths to *fruitless* expression suggest that sexual behavior could be evolutionarily diversified by adding and removing cells from the *fruitless*-expressing network [58]. The extreme length and low exon/intron ratio of many genes that function as neural specificity factors suggest that, like the *fruitless* locus, they are packed with regulatory elements that modularly govern their expression across distinct neuronal populations.

Second, once Fru^M^ is produced, it does not homogenize the expression profiles of these diverse cells, but rather alters expression of distinct gene batteries in each population of cells. While Fruitless is thus shared across these cells, the gene regulatory elements upstream and downstream of it are not. If anything, maintaining Fruitless as a shared node across these cells imposes an additional layer of complexity and constraint on the gene regulatory events that construct the brain. We expect that common expression of transcription factors across layers of sexually dimorphic neural circuits is evolutionarily retained to allow categorization of a set of neuronal transformations as sex-related—these are “switch genes,” not “terminal selectors” [29,75]. While examples of shared expression of transcription factors or homophilic adhesion molecules across connected cells will certainly occur from time to time, we do not expect this to be a general model for the construction of circuits.

### Modular control of gene expression

Our findings suggest that aside from *fruitless* itself, there are not genes whose expression is specific to or universal across the circuit. In this view, Fru^M^ does not transcriptionally unify cells of the circuit or simplify circuit specification. Rather, Fru^M^ flags these cells as “male,” and induces male-specific circuit function by tweaking expression of the same effector genes as are used in other combinations in other circuits. The data presented here are consistent with a model where Fru^M^ acts in concert with the distinct transcriptional milieu of each subpopulation of *fruitless* neurons to enact distinct gene regulatory programs and thus alters each class of neurons in unique ways. Gene regulatory programs therefore diverge downstream of Fru^M^. We propose that this modular organization allows evolutionary diversification, as mutations to regulatory elements would be expected to alter gene expression only in individual populations of cells, rather than across the circuit.

## Methods

Resources table

**Table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*D. melanogaster*)	fru		FBgn0004652	
Genetic reagent (*D. melanogaster*)	FruP1-GAL4 (III)	Gift of Barry Dickson	BDSC 66696	[10]
Genetic reagent (*D. melanogaster*)	UAS-mCD8::GFP (II)	Bloomington Drosophila Stock Center		[76]
Genetic reagent (*D. melanogaster*)	MB247-GAL80 (II)	Bloomington Drosophila Stock Center	BDSC 64306	
Genetic reagent (*D. melanogaster*)	FruP1-LexA (III)	Bloomington Drosophila Stock Center	BDSC 66698	[52]
Genetic reagent (*D. melanogaster*)	LexAop-tdTomato.Myr (su(Hw)attp5)	César Mendes, Columbia University	FBti0160868	
Genetic reagent (*D. melanogaster*)	10XUAS-IVS-myr::GFP {attp2}	Bloomington Drosophila Stock Center	BDSC 32197	[77]
Genetic reagent (*D. melanogaster*)	w[1118]; P{y[+t7.7] w[+mC] = GMR80B02-GAL4}attP2	Bloomington Drosophila Stock Center	BDSC 40064	[51]
Genetic reagent (*D. melanogaster*)	w[1118]; P{y[+t7.7] w[+mC] = GMR84D12-GAL4}attP2	Bloomington Drosophila Stock Center	BDSC 40394	[51]
Genetic reagent (*D. melanogaster*)	w[1118]; P{y[+t7.7] w[+mC] = GMR89D01-GAL4}attP2	Bloomington Drosophila Stock Center	BDSC 46880	[51]
Genetic reagent (*D. melanogaster*)	w[1118]; P{y[+t7.7] w[+mC] = GMR91A09-GAL4}attP2	Bloomington Drosophila Stock Center	BDSC 40571	[51]
Genetic reagent (*D. melanogaster*)	w[1118]; P{y[+t7.7] w[+mC] = GMR92B12-GAL4}attP2	Bloomington Drosophila Stock Center	BDSC 48415	[51]
Genetic reagent (*D. melanogaster*)	w[1118]; P{y[+t7.7] w[+mC] = GMR75F01-GAL4}attP2	Bloomington Drosophila Stock Center	BDSC 41304	[51]
Genetic reagent (*D. melanogaster*)	w[1118]; P{y[+t7.7] w[+mC] = GMR80F10-GAL4}attP2	Bloomington Drosophila Stock Center	BDSC 47070	[51]
Genetic reagent (*D. melanogaster*)	w[1118]; P{y[+t7.7] w[+mC] = GMR64C09-GAL4}attP2	Bloomington Drosophila Stock Center	BDSC 39300	[51]
Genetic reagent (*D. melanogaster*)	P{VT043653-GAL4}attP2	VDRC	V204214	[48]
Genetic reagent (*D. melanogaster*)	P{VT043690-GAL4}attP2	VDRC	V201280	[48]
Genetic reagent (*D. melanogaster*)	P{VT043692-GAL4}attP2	VDRC	FBti0169957	[48]
Genetic reagent (*D. melanogaster*)	P{VT043701-GAL4}attP2	VDRC	FBti0170490	[48]
Genetic reagent (*D. melanogaster*)	LexAopFLP (II)	Via Leslie Vosshall	FBal0295487	[78]
Genetic reagent (*D. melanogaster*)	Tub>gal80> (X)	Gift from Kristin Scott	BDSC 38879	[79]
Antibody	GFP (chicken polyclonal)	Gift from Dawen Cai	n/a	(1:5000)
Antibody	dsRed	Takara/Clontech	632496	(1:1000)
Antibody	nc82	DSHB	nc82	(1:25–1:40)
Antibody	Anti-chicken Alexa 488	Fisher	A-11039	(1:500)
Antibody	Anti-rabbit Alexa 568	Fisher	A-11036	(1:500)
Antibody	Anti-mouse Alexa 647	Fisher	A-21236	(1:500)
	DAPI	Sigma	D9542	50ng/mL (sorting) 1μg/mL (staining)
	10x PBS, no Ca2+, no Mg2+	Gibco	70011–044	
	BSA	Sigma	A9085	
	Collagenase	Sigma	C0130	2mg/mL
	Schneider’s Medium	Sigma	S0146	Sigma Schneider’s more reliable than Gibco
	Schneider’s Medium	Gibco	21720024	
	16% PFA	EMS	15710	1%
	Trizol-LS	Fisher	10296010	
	Arcturus Picopure Kit		KIT0204	
	RNAse free DNAse set	Qiagen	79254	
	Zymo-5 columns		D4013	
	Igepal CA-630	Sigma	I8896-50mL	
	Tungsten Wire	California Fine Wire Co	MO285420	
	Sylgard 184	Fisher	50-366-794	
	TD Buffer	Illumina	FC-121-1030	From Nextera DNA Sequencing Kit
	Tn5	Illumina	FC-121-1030	From Nextera DNA Sequencing Kit
	Triton	Sigma	X100	
	Normal Goat Serum, lyophilized	MP Biomedical	8642921	
	Fly food	Lab Express	R	
	Fly food	Lab Express	B	
Software	Bowtie2			[80]
Software	MACS2			[37]
Software	deepTools			[81]
Software	DiffBind			[41,42]
Software	i-cisTarget			[43]
Software	HiSat2			[82]
Software	DESeq2			[53]
Software	Galaxy			[83]
Software	ChIPSeeker			[84]
Software	DAVID			[85]
Software	gProfiler			[86]
Software	FIMO			[60]
Dataset	FlyFactorSurvey	Fru		[87]
Dataset	R57C10 neuron ChIP	GSE37032 SRP012052		[47]
Dataset	roX2 CHART			[39]
Dataset	FruA, FruB, FruC DamID			[57]
Dataset	FruM BirA			[66]
Dataset	Fru neuron TRAP			[68]
Dataset	Fru^COM ChIP	ENCODE ENCGM860XOW		[62]

### Flies

Flies were maintained on cornmeal-molasses food, or on cornmeal food with a yeast sprinkle (‘R’ or ‘B’ recipes, Lab Express, Ann Arbor, MI) in a humidified incubator at 25C on a 12:12 light:dark cycle. Flies analyzed in all experiments were 2–7 day old adults who were housed in mixed-sex groups.

Genotypes:

**Table:** 

Fig 1A	;UAS-mCD8::GFP/+;FruP1-GAL4/TM2 or TM6B
Fig 1A	;UAS-mCD8::GFP/MB247-GAL80;FruP1-GAL4/TM2 or TM6B
ATAC-seq and RNA-seq	;UAS-mCD8::GFP/MB247-GAL80;FruP1-GAL4/TM2 or TM6B
Fig 3D and 3E	tubulin>Gal80>/Y; LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/VT043653-Gal4
Fig 3D and 3E	tubulin>Gal80>/Y; LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/VT043690-Gal4
Fig 3D and 3E	tubulin>Gal80>/Y; LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/ VT043692-Gal4
Fig 3D and 3E	tubulin>Gal80>/Y; LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/VT043701-Gal4
Fig 5B and 5C	; LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/GMR80B02-Gal4
Fig 5E and 5F	; LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/GMR91A09-Gal4
S5B and S5C Fig	tubulin>Gal80>/(X or Y); LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/GMR92B12-Gal4(attp2)
S5B and S5C Fig	tubulin>Gal80>/(X or Y); LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/GMR89D01-Gal4(attp2)
S5B and S5C Fig	tubulin>Gal80>/(X or Y); LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/GMR80F10-Gal4(attp2)
S5B and S5C Fig	tubulin>Gal80>/(X or Y); LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/GMR75F01-Gal4(attp2)
S5B and S5C Fig	tubulin>Gal80>/(X or Y); LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/GMR84D12-Gal4(attp2)
Fig 7D	tubulin>Gal80>/(X or Y); LexAoP-FLP, LexAop-tdTomato.Myr (su(Hw)attp5)/+; FruP1-LexA, 10XUAS-IVS-myr::GFP (attp2)/GMR64C09-Gal4(attp2)

### Flow cytometry

Brains were dissected for up to 90 minutes in Schneider’s medium supplemented with 1% BSA and placed on ice. Optic lobes were removed during dissection. Brain dissections were interspersed such that both male and female brains were dissected throughout the dissection period. About 20 brains were obtained for each sex. After all dissections were completed, collagenase was added to a final concentration of 2mg/mL and samples were incubated at 37C for 20 minutes, without agitation.

Samples were dissociated by trituration and spun down at 300g, 4C, for 5 minutes. Collagenase solution was removed and replaced with PBS+0.1% BSA, and cells were passed through a cell strainer cap and supplemented with 50ng/mL DAPI before being subjected to flow cytometry on an a FACS Aria II. Plasticware for cell dissociation and collection was pre-treated by rinsing with PBS+1% BSA to prevent cells from sticking to bare plastic.

During flow cytometry, dead and dying cells were excluded using DAPI signal, and forward scatter and side scatter measurements were used to gate single cells. Using our dissociation methods, 50–80% of singlets appeared viable (DAPI-low), and 2–5% of viable singlets were GFP^+^. We collected 6,000–10,000 GFP^+^ cells for each *fru*^+^ sample and analyzed matched numbers of GFP^-^/*fru*^-^ cells. For each replicate, we sorted male and female cells during the same session and performed transposition or RNA extraction in parallel. During sorting, we made two adjustments to protect the fly primary cells, which were very delicate—we disabled agitation of the sample tube, and sorted using the “large nozzle,” e.g. 100μm, i.e. using larger droplet size and lower pressure. For ATAC-seq, we sorted cells into PBS supplemented with 0.1% BSA. For RNA-seq, we sorted cells directly into Trizol-LS.

### Brain dissections, staining, and imaging

Brains were dissected in external saline (108 mM NaCl, 5 mM KCl, 2 mM CaCl2, 8.2 mM MgCl2, 4 mM NaHCO3, 1 mM NaH2PO4, 5 mM trehalose, 10 mM sucrose, 5 mM HEPES pH7.5, osmolarity adjusted to 265 mOsm). For two-photon imaging, brains were then transferred fresh to 35mm imaging dishes and pinned to sylgard squares with tungsten wire. Imaging was performed on a Bruker Investigator using a 1.0 NA, 20x, water-dipping objective. Stacks were collected along the anterior-posterior axis with 1 micrometer spacing in Z and ~350nm axial pixel size.

For immunostaining and confocal imaging, brains were dissected for up to twenty minutes before being transferred to 1% paraformaldehyde in PBS, on ice. All steps were performed in cell strainer baskets (caps of FACS tubes) in 24 well plates, with the brains in the baskets lifted from well to well to change solutions. Brains were fixed overnight at 4C in 1% PFA in PBS. On day 2, brains were washed 3x10’ in PBS supplemented with 0.1% triton-x-100 on a shaker at room temperature, blocked 1 hour in PBS, 0.1% triton, 4% Normal Goat Serum, and then incubated for at least two overnights in primary antibody solution, diluted in PBS, 0.1% triton, 4% Normal Goat Serum. Primary antibody was washed 3x10’ in PBS supplemented with 0.1% triton-x-100 on a shaker at room temperature, then brains were incubated in secondary antibodies for at least two overnights, diluted in PBS, 0.1% triton, 4% Normal Goat Serum. DAPI (1 microgram/mL) was included in secondary antibody mixes. Antibodies and concentrations can be found in the resources table.

Brains were mounted in 1x PBS, 90% glycerol supplemented with propyl gallate in binder reinforcement stickers sandwiched between two coverslips. Samples were stored at 4C in the dark prior to imaging. The coverslip sandwiches were taped to slides, allowing us to perform confocal imaging on one side of the brain and then flip over the sandwich to allow a clear view of the other side of the brain. Scanning confocal stacks were collected along the anterior-posterior axis on a Leica SP8 with 1 micrometer spacing in Z and ~150nm axial pixel size.

### Assay for transposase-accessible chromatin

After FAC-sorting, nuclear isolation and Tn5 transposition were performed as in [30] with modifications made for small numbers of cells as described in [36]. Transposed DNA was isolated and stored at -20C until library preparation. Transposed DNA was amplified with barcoded primers in NEBNext High Fidelity 2X PCR Master Mix (NEB) and purified with Ampure XP beads (Beckman Coulter) at a ratio of 1.6uL beads per 1uL library. Purified library was eluted in 30uL of 10mM Tris-HCl pH8, 0.1mM EDTA.

The quality of prepared libraries was verified with a Bioanalyzer 2100 using a high sensitivity DNA kit (Agilent). Libraries were quantified using KAPA qPCR assay (KAPA Biosystems), and multiplexed and sequenced on a NextSeq Illumina machine with 75 base pair, paired-end reads. Libraries were sequenced to a depth of 35–70 million reads.

#### Processing of ATAC-seq data

Adapters were trimmed using cutadapt and reads below 18 bases were discarded. Reads were aligned to dm6 with Bowtie2 with option–X 1000 to set the maximum fragment length for paired-end reads. About 70% of reads mapped uniquely to the fly genome. Aligned reads were processed with samtools to create a bam file. Picard MarkDuplicates was used to mark duplicates and samtools was used to generate a final bam file with de-duplicated reads passing a q30 quality filter. After de-duplication, we obtained 8.9–16.3 million unique reads per library.

The sequencing data were uploaded to the Galaxy web platform, and we used the public server at usegalaxy.org to analyze the data [83]. Peaks were called with MACS2 “callpeak” using–nomodel at an FDR threshold of <0.001, which gave a reproducible and robust peak calls across replicates and by eye.

#### Analysis of differential accessibility

For comparisons between neurons of the same sex status (i.e. male fru+ vs male fru- or female fru+ vs female fru-), DiffBind was run with default parameters using filtered bam files for each replicate and MACS2 called peaks for each replicate as input.

In female flies, the X chromosomes accounted for 20–21% of all ATAC-seq reads, while only accounted for 14% of all male ATAC-seq reads across samples. For comparisons of chromatin accessibility between sexes, this difference in X:A DNA ratio introduced extremely large bias in regions called as differentially accessible. We initially identified 1374 differentially accessible regions between male fru- neurons and female fru- neurons, compared to the 95 regions reported in this paper. This is due to whole-genome rather than per-chromosome normalization performed by DiffBind and results in artificially high numbers of regions to be female-biased on X and male-biased on the autosomes.

Therefore, we separated aligned reads from the X chromosome and autosomes using “Slice BAM by genomic regions”, selecting for chrX, or for chr2L, 2R, 3L, 3R, and 4. DiffBind was run using the same MACS2 called peaks, but with either X chromosome or autosome aligned reads. Separate lists of changed regions (FDR <0.05) were concatenated per comparative analysis.

Tables of genomic regions were downloaded and processed in R as follows: Peaks were annotated using ChIPSeeker–nearest gene, +/- 50bp promoter and exported as tables. Fru^M^-specific regions with annotated protein-coding genes were filtered for unique genes. List of genes were loaded into gProfiler with default settings. Annotation from combined MACS2 peak calls used as custom background list. Fru^M^-specific gene lists were also loaded into DAVID for domain annotation, without a custom background.

### RNA sequencing

#### RNA extraction

Cells were sorted into Trizol-LS and stored at -80C until RNA isolation. For RNA extraction, we followed the standard Trizol-LS protocol until the aqueous phase was isolated. We then passed the aqueous phase over Arcturus Picopure columns, including a DNAse treatment on the column (Qiagen RNAse-free DNAse set #70254) using the following unpublished protocol with unknown authors: RNA Purification from TriZol samples using PicoPure columns (Ed R. 2010-12-07, Modifications from ABI help line for Acturus PicoPure (Candice)). We summarize the protocol as follows:

Trizol sample

- Process TriZol samples with 0.2 vol of chloroform
- Spin max speed for 5 minutes (start PicoPure column conditioning)
- Take aqueous layer
- Add equal volume of 70% ethanol (RNAse-free)

PicoPure column conditioning

- Condition PicoPure column for 5 minutes
- Spin out at max speed for 1 minute.

Bind RNA to picoPure column

- Load up to 300 uL of the supernatant/70% ethanol mix at a time
- Spin at 100g x 2 minutes for each load
- After last load, spin 16,000 x 30 seconds
- Discard flowthrough
- Wash with 100 uL of Wash Buffer 1 (WB1) and spin 8,000g x 1 minute

DNAse treatment

- For each sample, combine 35 uL of RDD buffer with 5uL DNAse I stock solution (previously resuspended per Qiagen protocol
- Add 40 uL of DNAse mix onto membrane.
- Incubate at RT x 15 minutes
- Add 40 uL of Wash Buffer 1 (WB1) and spin 8,000g x 15 seconds
- Wash with 100 uL of Wash Buffer 2 (WB2) at 8,000g x 1 minute
- Empty flow-through
- Wash again with with 100uL of Wash Buffer 2 (WB2) at 16,000g x 2 minutes
- Check to make sure no wash buffer remains.

Elution

- Transfer to a new 0.5 mL tube (in kit)
- Add 11 uL of 42C pre-warmed elution buffer to membrane
- Wait 1 minute
- Spin at 1,000g x 1 minute to distribute buffer
- Elute at 16,000g x 1 minute
- Consider doing a second elution to capture as much flowthrough as possible.
- Store at -80C

RNA quantification and quality assessment were performed on an RNA TapeStation at the UMich Genomics Core. We typically obtain 0.1–0.3pg of RNA per cell, depending on cell type and developmental stage. Note that insect 28S rRNA is processed to a size similar to 18S rRNA, thus “RNA Integrity Number” or similar that are calculated by these machines will not reflect the true RNA quality.

#### Library preparation and sequencing

RNA libraries were prepared by the UMich Genomics Core with the following protocol:

Samples were subjected to quality control on an RNA TapeStation. Total starting RNA was around 1 ng per sample. Library preparation was performed using the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina, with amplification cycles calibrated to the amount of total RNA. Unstranded, poly-A selected libraries were sequenced on an Illumina NovaSeq using 150bp paired end reads to a depth of ~30 million reads per library.

#### Alignment and analysis of RNA-seq data

All processing steps were done through the Galaxy web platform. Reads were trimmed with Trim Galore! with automatic adapter detection and aligned to dm6 using HiSAT2 in paired end mode. Uniquely aligning reads above MAPQ 30 were selected using JSON and MarkDuplicates, retaining 25.4–39.6 million reads per library. FastQC and MultiQC were used to visualize quality metrics across samples. Coverage tracks were generated using deeptools “bamCoverage”.

Exon reads were counted and aggregated at a gene-level using featureCounts. TPM values were calculated using StringTie and averaged between replicates. Differential expression was determined using DESeq2 using an p.adj threshold of >0.05 for reporting significance.

### Additional genomic analyses

#### Analysis of lncRNA:roX2 tethering near sites of sex-specific chromatin accessibility

Genomic locations of *lncRNA*:*roX2* binding to chromatin using CHART was lifted over from dm3 into dm6 using UCSC LiftOver. Lifted-over bed files were sorted using bedtools “sortBed” and relative distance of lncRNA:roX2 tethering sites was determined using bedtools “RelDist” for the X chromosomes only.

#### Neuron-specific histone marks

Histone chromatin immunoprecipitation from adult neurons [47] was downloaded in FASTQ format from SRA [88] using “Download and Extract Reads in FASTQ”, trimmed using Trim Galore! [89] with automatic adapter detection. Trimmed reads were aligned to dm6 using Bowtie2 and made into coverage tracks for comparison using deepTools “bamCoverage”.

#### Fru DamID analysis

Ratio files of FruA, FruB, and FruC DamID enrichment over dam-only control were downloaded in GFF format from GEO (GSE52247). Regions were resized to remove 5bp on each flank, thus removing overlapping regions of microarray probes and rebased to bed/bedGraph compatible format. Genomic regions were then lifted over from dm3 into dm6 using RLiftOver. Tables were exported as bedGraph files, uploaded to the Galaxy web platform and converted from bedGraph to bigWigs using “Wig/BedGraph-to-bigWig” using default parameters.

#### Analysis of Fru motifs

All ATAC-seq genomic regions from DiffBind comparison (FDR > = 1) between female *fru*+ and male *fru*+ were converted to FASTA using bedtools MakeFasta. FASTA sequences were run through the web version of FIMO using Fru motifs identified by SELEX [59] with no threshold (Q val = 1) to re-capture all sequences which were input. We used p-values rather than Q-values in our analysis because the SELEX motifs are 8bp, and near-identical matches to sequences do not stand up well to p-value correction. The top match per region per Fru isoform was selected using R based on lowest p-value match. Regions previously selected (Fig 4) as Fru^M^-specific were flagged. Tables were converted to cumulative frequencies and plotted.

## Supporting information

S1 Fig Quality control metrics for ATAC and RNA sequencing. A. Example FACS plot showing gates for *fru*^+^ (GFP^+^) neurons collected. Example plot corresponds to male neurons from replicate 2 of RNA-seq experiments. B. Heatmap of Spearman correlations of uniquely aligned, deduplicated reads from ATAC-seq libraries. C. PCA analysis of uniquely aligned, deduplicated reads from ATAC-seq libraries. PC1 reflects read depth. D. Fragment length of ATAC-seq libraries. E. Heatmap of Spearman correlations of uniquely aligned, deduplicated reads from RNA-seq libraries. F. PCA analysis of uniquely aligned, deduplicated reads from RNA-seq libraries. G. UCSC genome browser screenshots of ATAC-seq and RNA-seq signal across neural (*nSyb*), glial (*repo*), and neuroblast (*dpn*) specific genes.
(TIF) Click here for additional data file.

S2 Fig Analysis of sexually dimorphic genes. A. Flowchart of computational pipeline used to identify differentially accessible regions between male and female samples using ATAC-seq. B. Barplots displaying number of differentially accessible regions using DiffBind FDR <0.05 as a cutoff. Corrected regions are produced by the pipeline in (A), while uncorrected regions are produced without splitting of the X chromosome and autosomes before running DiffBind. Colors correspond to Fig 2C, where purple are regions that have female-biased accessibility, and chartreuse represents regions with male biased accessibility. C. UCSC genome browser screenshot of ATAC-seq and RNA-seq signal in the *dsx* locus. Blue signal tracks represent INTACT histone ChIP data for R57C01(*Nsyb*)-labeled neurons in the adult head [47]. D. UCSC genome browser screenshots of the *sxl* and *tra* loci. E. Zoom in of highlighted regions in D, corresponding to sexually dimorphic splicing events. Displayed are RNA-seq coverage tracks and 20 aligned reads in male *fru*^+^ neurons and female *fru*^+^ neurons. Reads correspond to replicate 1 data. For both genes, male mRNA contains only non-functional isoforms, while female mRNA contains both protein-coding and non-functional isoforms.
(TIF) Click here for additional data file.

S3 Fig Chromatin accessibility changes in neurons based on transcriptional status of fruitless. A. UpSet plot showing the intersection of regions which are differentially accessible (DiffBind FDR <0.05) between *fru*^+^ and *fru*^-^ neurons in both sexes. B. Of 22 regions differentially accessible between *fru*^+^ and *fru*^-^ neurons, 19 correspond to protein-coding genes (labeled on the X axis). The log2(Fold Change) in accessibility of these genes relative in female neurons is plotted. C. Schematic of calculating chromatin accessibility across a gene locus. D. Barplot of log2(Fold Change) of genes with gene-scale differential coverage between male *fru*^+^ neurons and male *fru*^-^ neurons. *ey* is a Kenyon cell marker. E. Scatterplot of whole-gene chromatin accessibility versus gene expression level in the male *fru*^+^ dataset.
(TIF) Click here for additional data file.

S4 Fig Identification of Fru^M^-regulated elements. A. Volcano and MA plots of regions with differential accessibility (DiffBind < 0.05) between female and male *fru*^+^ neurons. Points at the top border in the volcano plot and along the bottom border in the MA plot have been thresholded such that they are visually comparable to plots in B. B. Volcano and MA plots of regions with differential accessibility (DiffBind < 0.05) between male *fru*^-^ and *fru*^+^ neurons. C. Binary heatmap of regions called differentially accessible in 1 or more comparisons. D. Scatterplot of log2 fold changes in accessibility compared to male *fru*^+^ neurons. Figure shows analysis in Fig 4D with autosomal regions (chromosomes 2, 3, and 4) separated from sex chromosomal regions (X and Y). E. Signal heatmaps of Fru^M^-specific regions, separated by regions which are selectively open or closed in male *fru*^+^ neurons.
(TIF) Click here for additional data file.

S5 Fig Sexually dimporphic enhancer usage in distinct Fru^M^ neurons. A. UCSC genome browser screenshots of genomic regions covered by each reporter. B. 2-photon stack of adult male (B) and female brains. Arrows point to cells with sex-specific expression (89D01, 80F10, 75F01) or dimorphic labeling intensity (92B12). C. UCSC genome browser screenshot of region covering enhancer reporter 84D12 and 2-photon stack of adult male and female brains. Labeling is mutually exclusive with *fru* expression. Brain-wide speckle signal is autofluorescence. D. In-silico enhancer bashing of enhancer reporter element 91A09 (Fig 5D–5F). UCSC genome browser screenshot showing overlapping enhancer reporters from the Vienna Tiles collection. Maximum intensity projection of matching substacks for each overlapping tiles from Brainbase. Images correspond to adult male brains.
(TIF) Click here for additional data file.

S6 Fig Analysis of transcription in *fru* neurons. A. MA plots of differential RNA expression analysis between four datasets. B. Clustered heatmap of TPM values of genes with differential expression in one or more comparisons. Differential expression is dominated by *fru* status. C. Gene ontology analysis of genes enriched in both *fru*^+^ datasets (male and female) over *fru*^-^ datasets. Enrichment is over a custom background of genes with expression > 10 TPM across the four datasets. D. Expression of 303 genes near Fru^M^-closed or Fru^M^-open ATAC-seq peaks in male versus female *fru*^+^ cells. P-value by Welch two-sample t-test.
(TIF) Click here for additional data file.

S7 Fig Strong Fru^M^ motifs are enriched among peaks closed in the presence of Fru^M^. A. SELEX and SANGER Fru^A^ motifs. B. Cumulative frequency plots for SELEX and SANGER Fru (Fru^A^) motifs (FlyFactorSurvey) across Fru^M^-open, Fru^M^-closed and unchanged regions. C. Volcano plots showing motif strengths across Fru^M^-specific regions. D. Binary heat map of overlap of Fru^M^-specific regions with previously reported Fru^M^ targets in S2 cells [66]. E. Expanded UCSC genome browser screenshot of ATAC-seq signal across a FruM-closed region covered by the enhancer reporter element R64C09 and two flanking regions R66B05 and R64C10. F. Adult female brain expression pattern of R66B05, R64C09, and R64C10 (green) driving expression with nc82 counterstain (magenta). Arrows point to region of neurons which show sexually dimorphic enhancer activity in R64C09. Images from Janelia FlyLight database.
(TIF) Click here for additional data file.

S1 Table Results of DESeq2 comparisons of transcript levels across different sample pairs. (XLSX) Click here for additional data file.

S2 Table Results of diffbind comparisons of peak accessibility across different sample pairs. Tables display peak location and statistical comparisons, annotation of peak location, and data on nearest gene.
(XLSX) Click here for additional data file.

S3 Table Description of neurons labeled by Vienna Tile reporters in images from the Brainbase database. Annotations were performed by downloading stacks from https://implegacy.brainbase.at/bbweb/ using our knowledge of neural anatomy and reference images from [2,3].
(XLSX) Click here for additional data file.

S4 Table 436 “Fru^M^-specific” peaks that meet statistical cutoffs in both male *fru*^+^ versus male *fru*^-^ and male *fru*^+^ versus female *fru*^+^ comparisons. Statistical results of each comparison are shown in separate sheets. Tables display peak location and statistical comparisons, annotation of peak location, and data on nearest gene.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

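RNA was sequenced from *fru*+ and *fru*- cells sorted from the central brains of male and female flies of 2 to 7 days, with 2 replicates of each of the 4 groups. The male and female cells of a replicate were sorted in the same session. The authors trimmed the reads of 150 nt, aligned them to dm6 with HISAT2, kept uniquely mapped reads, removed duplicates and ran StringTie on each library. In the deposited tables the authors give for each gene a TPM, which StringTie scales to the whole library. The FPKM values were made by the authors with StringTie, per kilobase and per library size. The coverage values in the deposited tables are the mean read depth per base, not scaled for depth by the authors. The authors counted reads for their own tests of differential expression with featureCounts and DESeq2, and no counts were used here.

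Each deposited table lists the 17137 reference genes and, apart from them, loci assembled from the reads. Only the reference genes were used as gene values, and a gene listed more than once had its values added up. The assembled loci have a TPM sum of 1000000 by themselves, so the 2 kinds were not added together. The aligned bases of each library were taken from the ratio of coverage to FPKM and ran from 3.16 to 4.93 Gb. A counting interval and a smallest detectable level cannot be given without counts.

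The groups were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a mean for each group, a trend of the variance with expression and the Benjamini-Hochberg adjustment, at a threshold of 0.05. Genes with a TPM of at least 1 in at least 2 of the 8 libraries were tested, 10111 in all. The comparisons were male *fru*+ with male *fru*-, male *fru*+ with female *fru*+, female *fru*+ with female *fru*-, male *fru*- with female *fru*-, and the interaction of sex and *fru* status. Sets of genes near peaks were taken from S4 Table and compared by two-sided permutation tests with 100000 resamples. Shares of gene lists were compared by Fisher's exact test. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

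The genes named are those the paper names for its RNA-seq libraries, *robo1* and *tei* (listed as *CG17716*), the 5 genes with the largest change among those past the threshold without overlap in each comparison, and the 5 of the transmitter list with the smallest p. Genes outside this rule are marked as chosen after their values were seen. The alternatives were a pseudocount of 0.1, no filter on low values, a mean above 10 TPM, median-of-ratios scaling, a fit to only the 4 libraries of a comparison, the replicate number as a block, limma without the trend, and leaving out each library in turn. Assembled loci in place of reference genes, for *fru*, *Lgr3* and *Trissin*, were added after the data were seen, as was a permutation test of medians. The sets of genes near peaks were also taken on autosomes only, with the genes near both kinds of peak in both lists, as medians, and with only the peaks in a gene or its promoter.

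The fit was tested on simulated data with the same design. Of 200 genes given a difference, 162 were called, all with the right sign, and 3 of the unchanged genes were called. With no difference simulated, 0 genes were called and 5.30% had an unadjusted p under 0.05. The chromatin accessibility libraries, splicing of *fru* and the enhancer images were not analysed here.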

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

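Every test in this part was chosen only after its pattern had been seen, except the test of *Lgr3* under another scaling, the share of genes with opposite differences among all genes, and the splits of the libraries for the assembled loci. The gene lists, the comparisons and the alternatives named in the summary of the processing were fixed before the data were examined, except where marked there.

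In 7 cases among 33 named genes, both libraries of a group moved one way in one comparison and both moved the other way in the matching comparison. The sex difference ran in opposite directions in *fru*+ and *fru*- cells for *ey*, *Lgr3*, *Cpr49Ae*, *Ilp5* and *Nplp3*, and the difference between *fru*+ and *fru*- cells ran in opposite directions in males and females for *Lgr3* and *nSyb*. The interaction of sex and *fru* status was -0.80 for *ey*, -2.72 for *Lgr3*, -0.49 for *nSyb*, 2.18 for *Cpr49Ae*, 3.65 for *Ilp5* and 4.15 for *Nplp3*. None of the 6 passed the threshold in limma over all genes, where 0 genes passed and 237 had an unadjusted p under 0.05. Chance gives such a pattern for 5.56% of pairs of a gene and a comparison, or 3.67 of the 66 pairs of named genes, against 2.65% of the pairs of all tested genes. The unadjusted p-values ran from 0.00018 for *Cpr49Ae* and 0.00040 for *Lgr3* to 0.104 for *nSyb*. Chance among many genes may account for some of the 6, and these counts do not say which. For *nSyb* the pattern depended on the scaling: with median-of-ratios scaling its difference between *fru*+ and *fru*- cells was 0.014 in males and 0.49 in females, no longer opposite.

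For *Lgr3*, scaling and reads shared with a neighbouring gene were weighed as well. With median-of-ratios scaling the interaction was -2.71, so scaling was not borne out. From the assembled loci, chosen after the data were seen, it was -2.85, but these come from the same alignments, so shared reads remain open. The adjusted p of the interaction was 0.911, and over the alternatives it ran from 0.283 to 1.00, while the unadjusted p was 0.00040 and the 2 sessions gave sex differences of -1.68 and -1.61 in *fru*+ cells and 0.81 and 1.34 in *fru*- cells. The interaction thus did not pass over all genes, and an adjustment over the named genes alone was not made.

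*ey* was higher in male than in female *fru*- cells, and Kenyon cells, which were sorted into the *fru*- cells, are a candidate source. The 9 other Kenyon cell genes of a list written by hand were higher by 0.33 on average on the log2 scale, 7 of them higher in males, against 0.69 for *ey*. The bound set for this explanation was 0.5 times the value of *ey*, and the mean fell just under it. With 7 of the 9 higher in males, so narrow a miss cannot decide the question. A difference in the share of these cells remains open. No biological explanation was tested.

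The genes near Fru M-closed and Fru M-open peaks both had a mean interaction of sex and *fru* status below 0, -0.27 and -0.30, against -0.03 for the other tested genes (permutation p = 1e-05 for each list against the others, two-sided, the smallest that the permutations can give). In *fru*- cells the mean sex difference was 0.20 for the closed-peak genes and 0.35 for the open-peak genes, and in *fru*+ cells it was -0.07 and 0.05. The genes near peaks are long, with a median length of 23304 bases for the closed list and 43363 for the open list, against 2388 for the others. Among 10000 lists matched on length and mean TPM, the interaction of the closed-peak genes stood at percentile 8.49 and that of the open-peak genes at percentile 18.8, both inside the central 95% of lists. Gene length and expression level may therefore account for the interaction of both lists. In *fru*+ cells alone the closed-peak genes stood at percentile 1.44, with a mean of -0.074 against a lower limit of -0.067. That is only just outside the central 95%, so whether length and level account for that value is not settled. The distance of the closed-peak genes from the other genes in *fru*+ cells was -0.21 in session 1 and -0.013 in session 2, and in *fru*- cells it was 0.27 and -0.014, so a difference between sessions remains as an explanation too.

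Loci assembled outside the reference genes were listed only in males or only in females, in data that the paper does not report on. In all 4 male libraries and in none of the 4 female libraries were 5 loci: DS484045v1 from 13 to 574 (mean 9.38 TPM in males), DS484191v1 from 2 to 428 (6.28 TPM), DS484309v1 from 1411 to 2165 (29.7 TPM), and, on scaffolds assigned to the Y, DS484175v1 from 2 to 2709 (3.59 TPM) and DS485927v1 from 25 to 977 (7.25 TPM). In all 4 female libraries and in none of the male ones were 2 loci: DS485024v1 from 124 to 1192 (mean 3.67 TPM in females) and the X from 1399525 to 1404193 (12.1 TPM). Of the 1008 assembled loci outside the reference genes that could be compared, 7 were separated by sex, and 1 of the 35 splits of the 8 libraries into 4 and 4, the split by sex, separated as many; the most by another split was 5. The split by sex thus ranked first, but with 7 loci against 5, which leaves chance open for any single locus. A Y chromosome in males is a candidate explanation for the scaffolds assigned to it, while mapping of repeats was not tested for any of the 7.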

How the results depend on the processing

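No test in this part was chosen after a result was seen, other than the use of assembled loci and the permutation test of medians. Under each alternative the cause of a change was not tested.

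The number of genes past the threshold moved most. Without a filter on low values, it was 14 between male *fru*+ and male *fru*- cells (52 with the filter), 19 between male and female *fru*+ cells (9), and 0 between female *fru*+ and female *fru*- cells (66; 1808 genes had an unadjusted p under 0.05). The 2 comparisons of *fru* status then shared 0 genes (34), the 2 comparisons of sex 5 (8), both comparisons of male *fru*+ cells 7 (0; 110 genes had an unadjusted p under 0.05 in both), all 7 in the same direction, and the transmitter list had 0 genes (11). With only the 4 libraries of a comparison, the counts were 182 for male *fru*+ and male *fru*- cells, 3 for female *fru*+ and female *fru*- cells and 6 for male and female *fru*- cells (11), with 2 genes shared for *fru* status, 5 for sex, 1 in both comparisons of male *fru*+ cells and 1 on the transmitter list. With the replicate block, there were 34 between female *fru*+ and female *fru*- cells, 19 shared for *fru* status and 7 on the transmitter list. Without the trend, there were 18 in males and 32 in females for *fru* status, 10 shared and 4 on the transmitter list. With a mean above 10 TPM, there were 6 between male and female *fru*- cells and 5 shared for sex. With median-of-ratios scaling, 1 gene was in both comparisons of male *fru*+ cells, in the same direction. With a pseudocount of 0.1, 1 gene passed the interaction (0; 237 had an unadjusted p under 0.05). The transmitter list adjusted over itself had 16 to 20 genes under every alternative but leaving out libraries, which was not run for it.

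A comparison could be fitted without a library only where that library lay outside it, so the counts without a library say nothing on how far a comparison depends on its own libraries. Without 1 female library, the count ran from 42 to 155 in males, and without 1 male library from 36 to 37 in females, for *fru* status. Without a female *fru*- library it was 1 for both comparisons of male *fru*+ cells and 1 for those in the same direction. The median difference of X-linked and autosomal genes in *fru*+ cells ran from -0.040 to 0.042. The mean of the closed-peak genes ran from -0.25 to 0.11. The interaction, the shared genes and the transmitter list need all 4 groups with 2 libraries and were not run without a library, and the interaction cannot be fitted to only 4 libraries.

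The open-peak genes, 0.01 above the other genes, lay -0.017 from them with a mean above 10 TPM, where their mean was 0.017. Taken as medians over genes, they lay -0.058 from them, with a median of -0.028 (permutation, two-sided, p = 0.0554), and the distance of the closed-peak genes from the open-peak genes shrank from -0.12 to -0.03 (permutation p = 0.340). With a mean above 10 TPM the closed-peak genes lay -0.09 from the other genes and -0.07 from the open-peak genes, and neither difference passed after adjustment over the 3 comparisons (permutation, two-sided, adjusted p = 0.0579 and 0.141, against 0.0115 for both with all tested genes). Spearman's rho between replicates was 0.950 over all genes (0.976 over tested genes). The log2 fold change of *nSyb* between male *fru*+ and male *fru*- cells changed sign to 0.014 with median-of-ratios scaling, and that of *CG17716* between male and female *fru*+ cells ran from -0.15 to 0.018 without 1 library. Of 62 results for named genes, 301 of 360 comparisons with an alternative stayed on the same side of the threshold in the same direction, 56 no longer passed, 2 newly passed and 1 changed direction. Among 248 comparisons that each left out 1 library, 50 moved by more than the spread between replicates and 1 changed direction.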

Differences from the paper's values

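The alternatives referred to here were set before the data were examined. The errors of the paper's log2 fold changes in S1 Table are standard errors. S1 Table holds estimates fitted to read counts, while the values here come from TPM with a pseudocount. Their sizes are therefore not like for like. A gap in a log2 fold change is called closed where it was within the larger standard error, from here or S1 Table. A closed gap can thus still leave the values apart. Folds and gene counts had a set margin of their own. No test in this part was chosen after a result was seen.

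The paper gives about 4.8-fold more *fru* in *fru*+ libraries, and between female *fru*+ and female *fru*- cells the value here was 7.68-fold. Without female *fru*+ replicate 1 it was 7.10 and without female *fru*- replicate 1 it was 4.17. Both lay within the margin set for the paper's value, though 7.10 was still above 4.8. The other alternatives did not close the gap. The assembled loci, used after the data were seen, are given without a test. They listed *fru* at 339 and 200 TPM in female *fru*+ and 39.7 and 69.0 TPM in female *fru*- cells, a smaller difference than from the reference genes. In males they listed 229 and 212 against 33.2 and 25.8 TPM, not a smaller one. The paper calls 272 genes between male *fru*+ and male *fru*- cells, against 52 here, and with only the 4 libraries of the comparison there were 182. It calls 33 between male and female *fru*+ cells, against 9, 328 between female *fru*+ and female *fru*- cells, against 66, and 23 between male and female *fru*- cells, against 11; none of the alternatives closed these gaps. The paper's tables share 150 genes for *fru* status and 14 for sex, against 34 and 8 here, and none of the alternatives closed these gaps. The paper gives 7 genes in both comparisons of male *fru*+ cells, 5 of them in the same direction, against 0 and 0 here (110 genes had an unadjusted p under 0.05 in both). With no filter on low values there were 7 and 7, none of them a gene of the paper's 7. Of the paper's 7, *Tmtc3* was in both with median-of-ratios scaling and *roX2* with only the 4 libraries of each comparison.

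Between male *fru*+ and male *fru*- cells, the log2 fold changes here and in S1 Table were 4.26 against the paper's 3.55 for *Cpr49Ae*, 8.64 against the paper's 0.47 for *Dsk*, 8.04 against the paper's 0.58 for *Ilp5*, 7.57 against the paper's 4.36 for *Trissin*, 7.18 against the paper's 0.72 for *Ilp3*, 2.85 against the paper's 2.42 for *Trh*, and none of the alternatives closed these gaps. *CCAP* was listed at 0 in both male *fru*- libraries, so its value here, 5.94 against the paper's 0.58, depends on the pseudocount (9.24 with a pseudocount of 0.1). For *fru* the log2 fold change was 2.79 against the paper's 2.26. The gap closed only at 2.70 without male *fru*+ replicate 2, which is within the margin but still above 2.26. For *ey* the log2 fold change was -2.01 against the paper's -1.70; the gap closed only at -1.87 with median-of-ratios scaling. For *Lgr3* the log2 fold change was -1.28 against the paper's -0.80; the gap closed only at -1.16 with median-of-ratios scaling and -1.13 without male *fru*- replicate 1. For *dsx* the log2 fold change was 1.28 against the paper's 0.72; the gap closed only at 1.14 without male *fru*+ replicate 1 and 0.44 without male *fru*- replicate 1. For *repo* the log2 fold change was -1.61 against the paper's -0.73; the gap closed only at -1.01 without male *fru*+ replicate 1. For *odd* the log2 fold change was 2.30 against the paper's 1.69; the gap closed only at 2.02 without male *fru*+ replicate 1. For *Tmtc3* the log2 fold change was -1.46 against the paper's -1.15; the gap closed only at -1.32 with median-of-ratios scaling, -1.22 without male *fru*+ replicate 1 and -1.26 without male *fru*- replicate 2. For *CG8916* the log2 fold change was -1.20 against the paper's -0.86; the gap closed only at -1.06 with median-of-ratios scaling and -0.96 without male *fru*- replicate 2. For *CCHa2* the log2 fold change was -1.74 against the paper's -1.17; the gap closed only at -1.40 without male *fru*+ replicate 2. For *SerT* the log2 fold change was 2.60 against the paper's 2.26; the gap closed only at 2.33 without male *fru*- replicate 2.

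Between male and female *fru*+ cells, the log2 fold changes here and in S1 Table were -0.15 against the paper's -0.73 for *fru*, 9.76 against the paper's 7.37 for *roX1*, 7.37 against the paper's 5.85 for *roX2*, -1.65 against the paper's -0.98 for *Lgr3*, 2.34 against the paper's 1.40 for *dsx*, 4.54 against the paper's 2.21 for *CG32625*, 4.20 against the paper's 3.51 for *brv3*, and none of the alternatives closed these gaps. For *comt* the log2 fold change was -3.97 against the paper's -3.52; the gap closed only at -3.69 without male *fru*+ replicate 1. For *Cpr49Ae* the log2 fold change was 1.71 against the paper's 1.40; the gap closed only at 1.66 without male *fru*+ replicate 1 and 1.51 without female *fru*+ replicate 2. For *odd* the log2 fold change was 1.88 against the paper's 1.27; the gap closed only at 1.61 without male *fru*+ replicate 1. For *CCHa2* the log2 fold change was -1.63 against the paper's -1.24; the gap closed only at -1.28 without male *fru*+ replicate 2 and -1.26 without female *fru*+ replicate 1.

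Between female *fru*+ and female *fru*- cells, the log2 fold changes here and in S1 Table were 6.95 against the paper's 0.61 for *Hug*, -6.13 against the paper's -0.56 for *CG7203*, -5.12 against the paper's -1.24 for *Nplp3*, and none of the alternatives closed these gaps. For *fru* the log2 fold change was 2.94 against the paper's 2.27; the gap closed only at 2.06 without female *fru*- replicate 1. For *ey* the log2 fold change was -1.20 against the paper's -0.89; the gap closed only at -1.08 with median-of-ratios scaling. For *Lgr3* the log2 fold change was 1.44 against the paper's 0.89; the gap closed only at 1.03 without female *fru*- replicate 2. For *Trissin* the log2 fold change was 3.72 against the paper's 3.00; the gap closed only at 3.02 without female *fru*+ replicate 2. For *SerT* the log2 fold change was 2.52 against the paper's 2.23; the gap closed only at 2.45 without female *fru*+ replicate 1 and 2.30 without female *fru*- replicate 1. For *Trh* the log2 fold change was 2.66 against the paper's 2.22; the gap closed only at 2.10 without female *fru*- replicate 1.

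Between male and female *fru*- cells, the log2 fold changes here and in S1 Table were 9.22 against the paper's 7.10 for *roX1*, 8.39 against the paper's 6.61 for *roX2*, -4.62 against the paper's -4.08 for *comt*, -4.43 against the paper's -1.96 for *Trissin*, and none of the alternatives closed these gaps. *CG32625* was listed at 0 in both female *fru*- libraries, so its value here, 4.33 against the paper's 1.88, depends on the pseudocount (7.58 with a pseudocount of 0.1). For *Lgr3* the log2 fold change was 1.08 against the paper's 0.70; the gap closed only at 1.02 with median-of-ratios scaling, 0.93 without male *fru*- replicate 1 and 0.66 without female *fru*- replicate 2.

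Of the 51 log2 fold changes compared with S1 Table, 43 differed, all 51 had the same sign, and 49 were larger in size here. *CCAP* in males and *CG32625* in *fru*- cells, against a group listed at 0, are counted among them. Other values against a group listed near 0, among them those of *Ilp5*, *Ilp3*, *brv3* and *dsx*, also depend on the pseudocount for their size. *Dsk*, at 833 TPM in male *fru*+ and 1.20 TPM in male *fru*- cells, has 0.47 (standard error 0.195) in S1 Table. That value is not a plain ratio of such levels. How the S1 Table estimates were formed was not examined, so gaps in size do not show a conflict with the paper.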

Other observations

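The tests in this part were chosen only after the results they concern were seen, except the count of genes under the other assignments of replicate numbers.

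Female *fru*- replicate 2 lists genes of *fru*+ cells above replicate 1: *Dsk* 43.8 against 0.846 TPM, *Hug* 59.7 against 1.02 TPM, *Ilp3* 7.45 against 1.04 TPM and *Ilp5* 8.28 against 1.23 TPM. Over the 31 genes past the threshold and higher in male *fru*+ than in male *fru*- cells, the median level was 20.5% of that in the *fru*+ library of the same number, against 14.6% and 11.7% in male *fru*- replicates 1 and 2 and 16.2% in female *fru*- replicate 1. Of the 31 genes, 19 were higher in replicate 2 than in replicate 1, and the median ratio was 1.39. The genes were chosen in the male comparison, and the shares include whatever the *fru*- cells express of these genes themselves. The 2 libraries had a ratio of aligned bases of 0.985, so depth was not borne out. The 10 Kenyon cell genes tested differed by 0.21 on average on the log2 scale, 5 of them higher in replicate 2. On that list *ey*, *toy*, *dac* and *prt* were lower in female *fru*+ than in female *fru*- cells. *rut*, *Fas2* and *Dop1R1* were about as high in female *fru*+ cells (8.45, 101 and 24.0 TPM) as in female *fru*- cells (7.24, 93.4 and 26.7 TPM). Such a list cannot decide on a difference in the share of Kenyon cells, which remains open. A few *fru*+ cells carried over into that library remain a candidate explanation. The astrocyte gene *alrm*, named after its values were seen, ran the other way, with 188 TPM in replicate 1 and 33.1 TPM in replicate 2. No biological explanation was tested.

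*Trissin* was listed in both female *fru*- libraries at 29.1 and 26.9 TPM, against 0.455 and 0.244 TPM in the male ones. Its level in female *fru*- replicate 1 was 12.4% of that in female *fru*+ replicate 1, and 4.36% in replicate 2, against 0.187% and 0.0913% in males. Of the 30 other genes higher in male *fru*+ cells, 20 stood above its share in session 1 and 25 in session 2. Those shares include the expression of the other genes in *fru*- cells themselves, so they leave open whether carry-over could reach the level of *Trissin*. If all kinds of *fru*+ cells had been carried over evenly, no such gene could stand below *Trissin*. In session 1, 9 of the 25 others at 10 TPM or more did, the lowest *Hug* at 0.0997%, and in session 2 there were 4, the lowest *Hug* at 3.24%, so an even mixture was not borne out. The assembled loci gave a log2 difference of -4.86 between male and female *fru*- cells. They list no such locus in the male *fru*- libraries, so the size of this value depends on the pseudocount. They also come from the same alignments, so shared reads remain open. Carry-over of some kinds of *fru*+ cells cannot be told apart from expression of *Trissin* in female *fru*- cells.

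The sex-biased genes lie mostly on the X. A shortfall of the whole X in males would lower X-linked genes in males, so it could bear only on the 2 of the 9 genes in *fru*+ cells that were lower there, and not on the 7 that were higher. The shortfall itself was not borne out: the median log2 fold change of X-linked genes minus that of autosomal genes was -0.016 in *fru*+ cells. A fixed difference between the X chromosomes of the 2 sexes is another candidate explanation: 8 of the 9 X-linked genes called in *fru*+ cells were also called in *fru*- cells in the same direction. The 8 include *roX1* and *roX2*, which the paper gives as expressed in males only as part of dosage compensation. Of the other 6, *CG32625*, *brv3*, *CG14195* and *CG4586* averaged 24.5, 20.4, 9.66 and 9.11 TPM in male *fru*+ cells. In female *fru*+ cells they averaged 0.0895, 0.178, 0.562 and 0.244 TPM. If both sexes came from the same cross, females also carry the X that males carry. These values then argue against a fixed difference for those genes, but the paper does not describe the cross. For *comt* and *Uros1*, lower in males, a fixed difference and a regulated sex difference cannot be told apart.

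Between replicates 1 and 2, 100 genes differed by more than 0.5 on the log2 scale in the same direction in all 4 groups, 57 higher in replicate 1 and 43 in replicate 2. Under the 7 other assignments of replicate numbers there were 17 to 52, so chance among many genes was not borne out. Replicate 1 had more aligned bases in 2 of the 4 groups, so depth was not borne out. Of 15 heat shock genes tested, 12 were among the 100, all higher in replicate 1, and of 30 neuropeptide genes 4 were (Fisher's exact test, two-sided, p = 0.00020). Of these, *ITP*, *Pdf* and *Ilp2* were higher in replicate 2 and *amn* in replicate 1, all 4 named after their values were seen. A difference in handling or in which cells were sorted between the sessions may underlie these genes, and no biological explanation was tested.

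The genes near Fru M-closed peaks lay below those near Fru M-open peaks in *fru*- cells as well as in *fru*+ cells: the difference of the mean sex differences was -0.15 in *fru*- cells (permutation p = 0.00144, two-sided), with -0.17 in session 1 and -0.13 in session 2, and the difference between *fru*+ and *fru*- cells was 0.03 (permutation p = 0.677). Against the lists matched on length and mean TPM, the open-peak genes stood at percentile 94.5 in *fru*+ cells and 99.3 in *fru*- cells, and the closed-peak genes at percentile 30.4 in *fru*- cells.

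Of the genes from the discussion, *robo1* had a log2 fold change of -0.35 between male and female *fru*+ cells (limma adjusted p = 1) and *tei*, listed as *CG17716*, of -0.07 (limma adjusted p = 1). *dsx* was listed at 6.67 ± 1.05 TPM in male *fru*+ cells and 0.51 ± 0.127 TPM in female *fru*+ cells (log2 fold change 2.34, limma adjusted p = 0.305), and *tra* and *Sxl* had log2 fold changes of -0.17 and -0.64 (limma adjusted p = 1 for both).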
